# Dysregulation of amino acid metabolism upon rapid depletion of cap-binding protein eIF4E

**DOI:** 10.1101/2023.05.11.540079

**Published:** 2023-05-12

**Authors:** Paige D. Diamond, Nicholas J. McGlincy, Nicholas T. Ingolia

## Abstract

Protein synthesis is a crucial but metabolically costly biological process that must be tightly coordinated with cellular needs and nutrient availability. In response to environmental stress, translation initiation is modulated to control protein output while meeting new demands. The cap-binding protein eIF4E—the earliest contact between mRNAs and the translation machinery—serves as one point of control, but its contributions to mRNA-specific translation regulation remain poorly understood. To survey eIF4E-dependent translational control, we acutely depleted eIF4E and determined how this impacts protein synthesis. Despite its essentiality, eIF4E depletion had surprisingly modest effects on cell growth and protein synthesis. Analysis of transcript-level changes revealed that long-lived transcripts were downregulated, likely reflecting accelerated turnover. Paradoxically, eIF4E depletion led to simultaneous upregulation of genes involved in catabolism of aromatic amino acids, which arose as secondary effects of reduced protein biosynthesis on amino acid pools, and genes involved in the biosynthesis of amino acids. These futile cycles of amino acid synthesis and degradation were driven, in part, by translational activation of *GCN4*, a transcription factor typically induced by amino acid starvation. Furthermore, we identified a novel regulatory mechanism governing translation of *PCL5*, a negative regulator of Gcn4, that provides a consistent protein-to-mRNA ratio under varied translation environments. This translational control was partial dependent on a uniquely long poly-(A) tract in the *PCL5* 5′ UTR and on poly-(A) binding protein. Collectively, these results highlight how eIF4E connects translation to amino acid homeostasis and stress responses and uncovers new mechanisms underlying how cells tightly control protein synthesis during environmental challenges.

## Introduction

Protein synthesis, a vital step in gene expression and a significant biosynthetic process, is tightly regulated in response to nutrient status and environmental cues (Crawford and Pavitt, 2019; Hershey et al., 2012; Liu and Qian, 2014; Sonenberg and Hinnebusch, 2009). Often, this regulation affects translation initiation, a rate-limiting step and a point of commitment to protein synthesis (Shah et al., 2013). In eukaryotes, deeply conserved pathways modulate overall protein synthesis levels by controlling recognition of the distinctive 5′ cap on mRNAs and recruitment of the initiator tRNA to begin translation. These pathways also control transcript-specific expression, and sequence features in mRNAs play important roles in determining levels of protein synthesis (Park et al., 2011; Sen et al., 2016; Thoreen et al., 2012; Zinshteyn et al., 2017). Inhibitory upstream open reading frames (uORFs) divert initiation machinery and ribosomes from the main ORF, thus inhibiting translation in a context-dependent manner that can be relieved in stress (Brar et al., 2012; Calkhoven et al., 2000; Lu et al., 2004; Young and Wek, 2016). Translation of *GCN4*, a master regulator of amino acid starvation response in yeast, is a prime example of such uORF-dependent translation (Hinnebusch, 2005; Mueller and Hinnebusch, 1986). In response to amino acid deprivation, the kinase Gcn2 phosphorylates the translation initiation factor eIF2α (Dever et al., 1992; Hinnebusch, 2005), inhibiting bulk translation by decreasing the availability of eIF2 complex with initiator tRNA. *GCN4*, along with other stress-responsive proteins, overcome this inhibition to ensure the production needed to respond to stress. However, the mechanisms by which these transcripts are differentially translated is not fully understood.

The cap-binding protein, eIF4E, makes the first contact between a transcript and the translation initiation machinery during a typical initiation event. By recognizing the 5′m^7^G cap, a hallmark feature of eukaryotic mRNAs, eIF4E plays a central role in the canonical, cap-dependent pathway for translation initiation (Marcotrigiano et al., 1997; Matsuo et al., 1997; von der Haar et al., 2004). It also regulates mRNA stability by preventing decapping and degradation, perhaps through steric hindrance of decapping machinery (Vilela, 2000). Differential binding of cap-binding proteins to specific mRNAs regulates translational responses to environmental stresses in mammalian systems. Transcripts with 5′-terminal oligopyrimidine (5′TOP) tracts, which encode ribosomal proteins and elongation factors, are particularly sensitive to growth conditions and amino acid availability (Fonseca et al., 2015; Meyuhas and Kahan, 2015). In starvation, La-related protein 1 (LARP1) binds the caps of 5′TOP mRNAs to impede access of eIF4E to these specific transcripts (Lahr et al., 2017; Philippe et al., 2020). While *Saccharomyces cerevisiae* lacks this mode of regulation, yeast eIF4E is encoded by *CDC33* and was first identified through its cell cycle arrest phenotype (Reid and Hartwell, 1977). The link between eIF4E and cell-cycle progression has been attributed to translational control of the G1 cyclin 3 (Cln3), which drives the transition from G1 to S phase (Danaie et al., 1999). Furthermore, differential engagement of eIF4E across yeast mRNAs has been reported both *in vitro* by smFRET and *in vivo* by RNA-immunoprecipitation sequencing (Çetin and O’Leary, 2022; Costello et al., 2015). These findings raise the broader question, whether eIF4E might preferentially promote translation of certain transcripts, based features of the mRNAs, to control functionally related genes.

To understand the role of eIF4E in translation regulation, we investigated its mRNA-specific effects by profiling changes in gene expression and cell physiology after rapid depletion of eIF4E protein. Depletion of eIF4E preferentially destabilized long-lived mRNAs and reduced bulk protein synthesis. These conditions strongly induced genes involved in the catabolism of aromatic amino acids as secondary effects of reducing protein biosynthesis and the resultant rebalancing of amino acid pools. Furthermore, reductions in eIF4E levels caused translational activation of *GCN4*, a key regulator of stress responsive translation that is typically induced by amino acid starvation. Interestingly, translation of *GCN4* occurred through a non-canonical mechanism instead of relying on the well-established effects of eIF2α phosphorylation. Additionally, we noted translational repression of *PCL5*, a negative regulator of Gcn4, in eIF4E depleted cells, which may have further contributed to imbalanced amino acid pools. This work provided new insights into the regulation of Gcn4 activity through Pcl5-mediated feedback control and highlight the role of yeast eIF4E in control of nutrient-responsive gene regulatory networks.

## Results

### eIF4E depletion destabilizes short, stable transcripts with few direct effects on translation

To investigate the contribution of the cap-binding protein eIF4E to the specificity of translation initiation across the transcriptome, we acutely depleted eIF4E (encoded by *CDC33* in *S. cerevisiae*) and measured the translational consequences. Prior studies relied on temperature-sensitive alleles, which require shifts to non-permissive temperatures that inhibit translation initiation even in wild-type cells and may have complex and incomplete molecular effects (Groušl et al., 2009). To avoid complications associated with temperature sensitivity, we depleted eIF4E using the auxin-inducible degron (AID) system, which allows conditional depletion of a target protein via degradation by the ubiquitin-proteasome system (Kubota et al., 2013; Nishimura et al., 2009) (Figure 1A), Degradation of eIF4E was rapidly induced by adding the auxin indole-3-acetic acid (IAA), and <10% of protein remained after 60 minutes (Figure 1C, S1G). To measure changes to bulk protein synthesis levels following eIF4E depletion, we carried out metabolic labeling of nascent peptides through addition of methionine analog, L-homopropargylglycine (HPG) for 120 minutes (Wiltschi et al., 2008) (Figure 1B, 1A–F). We then measured nascent peptide labeling by flow cytometry, after a fluorophore was added to incorporated HPG using click chemistry. We observed an approximate 50% reduction in nascent peptide labeling after 1 hour IAA treatment relative to DMSO treated cells (Figure 1B). This reduction in bulk protein synthesis was also supported by polysome profiling after 1 hour of IAA treatment (Figure S1H), which showed an increased proportion of free ribosomal subunits and monosomes and a depletion of polysomes, indicative of a reduction in translation initiation.

To determine the impact of eIF4E depletion globally on mRNA stability and protein synthesis, we measured changes in mRNA abundance and translation using RNA-sequencing and ribosome profiling (Ingolia et al., 2009). By comparing cells treated with IAA for 1 hour to DMSO control cells, we hoped to capture the most immediate gene expression changes attributed to eIF4E depletion, rather than the accumulation of secondary effects. We observed widespread changes in the transcriptome following eIF4E depletion; 454 transcripts were significantly upregulated and 429 transcripts were downregulated (Figure 1D, S2A,D). Surprisingly, these transcript-level changes in RNA expression generally were not reflected in the ribosome occupancy measurements. Lack of strong correlation between these data suggested that transcriptional changes had not propagated through translation. We were interested in measuring gene expression after a longer depletion to see if this discrepancy persisted. After 8 hours of IAA treatment, when eIF4E levels remain undetectably low (Figure 1C), we see greater agreement in the RNA abundance and ribosome occupancy measurements (Figure 1E, S3A–B). The improved correlation at 8 hours suggested that the disparities we saw after 1 hour of IAA treatment reflected pre-steady-state changes in translation. Although we saw larger changes in ribosome occupancy affecting more genes at the later timepoint, the total level of translation as measured by the HPG metabolic labeling assay recovered after 4 hours of eIF4E depletion despite unmeasurable levels of eIF4E (Figure 1B,C).

We hypothesized that the sensitivity of transcripts to eIF4E depletion may be influenced by certain RNA attributes, such as poly(A) length or 5’ UTR structure, based on known interactions between eIF4E, eIF4G, eIF4A, and Pab1 (Figure S2G, S3G). Correlations between published mRNA features and the changes we observed following eIF4E depletion yielded a relationship between mRNA stability and sensitivity to eIF4E depletion (Figure 1F, S2B-C, S3E) (Chan et al., 2018). Long-lived transcripts (those with a steady-state half-life greater than ~5 minutes) generally decreased in abundance following eIF4E depletion. The correlation between mRNA half-life and change in abundance following eIF4E depletion was also present after 1-hour IAA treatment (Figure S2C). Thus, these stability-related changes happened relatively quickly in response to eIF4E depletion, suggesting that eIF4E preferentially stabilizes those transcripts under unperturbed conditions. We also calculated correlations between RNA attributes and eIF4E-dependent changes in translation efficiency, which is measure calculated from ribosome footprints density changes given underlying RNA expression patterns. Changes in translation efficiency following eIF4E depletion most strongly correlated with transcript length (Figure 1G, S2E-F, S3F). Depletion of eIF4E reduces the translation efficiency of short mRNAs and depresses the length bias of translation efficiency. Overall, our findings suggested eIF4E promoted the expression of stable, short transcripts.

### Reduced translation drives aromatic amino acid accumulation and ARO10 induction

While the above analysis revealed overall features associated with sensitivity to eIF4E depletion, the two genes most strongly upregulated following 1-hour eIF4E depletion, both at the level of RNA expression and ribosome occupancy, were *ARO9* and *ARO10*. These genes encode enzymes involved in the catabolism of aromatic amino acids via the Ehrlich pathway, which facilitates the utilization of aromatic amino acids as nitrogen sources under nitrogen-limiting conditions (Figure 1D) (Kradolfer *et al*. 1982; Vuralhan *et al*. 2003; Hazelwood *et al*. 2008). To better understand the gene regulatory network controlling *ARO9* and *ARO10* expression and its connection to cap-dependent translation factors, we established a reporter system to measure changes in *ARO10* transcription and translation. In this experimental setup, we fused a synthetic transcription factor (ZEM) to the endogenous *ARO10* CDS, separated by a self-cleaving P2A peptide (Aranda-Díaz et al., 2017). We contemporaneously introduced an RFP reporter under the control of an orthogonal promoter, p(Z), whose transcriptional output is proportional to ZEM protein abundance. Thus, we quantified *ARO10* transcription via *ARO10-ZEM* mRNA abundance, and indirectly reported on translation of *ARO10* by monitoring expression of RFP from the p(Z) promoter driven by the ZEM protein (Figure S4A). Our indirect reporter was induced to a similar degree by eIF4E depletion as endogenous *ARO10*, although its response was delayed slightly because reporter induction requires synthesis and nuclear import of the synthetic transcription factor (Figure 2A,B). Having established that this system recapitulated *ARO10* induction following eIF4E depletion, we set out to identify the regulatory network underlying this response.

To uncover the genetic regulatory network driving *ARO10* expression and the connections to eIF4E depletion, we used a genome-wide CRISPRi approach, based on CRISPRi with barcoded expression readout (CiBER-seq), that couples expression of our *ARO10* reporter protein via a unique RNA barcode to a specific genetic perturbation (Muller et al., 2020) (Figure 2C). We generated a library of approximately 48,000 gRNAs, each of which was linked to expressed RNA barcodes that could be tracked by next-generation sequencing. We measured barcode abundance from transcripts driven by the P(Z) reporter normalized against a paired barcode expressed from the housekeeping *TFC1* promoter, which allowed us to correct for knockdown effects that affect overall RNA transcription or cellular fitness. We sequenced the RNA barcodes before and after gRNA induction to understand how knockdown of factors changed *ARO10* reporter expression (Ashuach et al., 2019). As expected, guides targeting *ARO10* or *GAL1* (from which P(Z) is derived) were some of the strongest repressors of *ARO10* reporter expression, and we further validated the screen results by individually testing both a gRNA that reduced P(Z)-reporter when induced (*PAB1*) and a gRNA against *TIF34* which increases *ARO10* expression when induced (Figure S4E,F).

Our genome-wide screen revealed numerous gRNAs targeting ribosomal protein genes (RPGs) or genes involved in ribosome biogenesis (RiBi) that activated our *ARO10* reporter (Figure 2D). This pattern was reflected in GO analysis for gRNAs that significantly increased reporter expression (Figure 2E). This suggested to us that *ARO10* induction was not a unique response feature of eIF4E depletion, but instead was upregulated by any reduction of general translation machinery. Conversely, we found gRNAs targeting *ARO80*, a transcription factor known to regulate *ARO10*, that reduced *ARO10* expression (Figure 2D) (Lee and Hahn, 2013). Thus, we measured the *ARO10* response to eIF4E depletion in a strain lacking *ARO80* and found that, indeed, a*ro80*Δ abrogated *ARO10* induction (Figure 2F).

We also found several gRNAs that significantly reduced *ARO10* expression by targeting components of the SPS-sensing pathway, which regulates the transcription of amino acid permeases in response to extracellular amino acids (Ljungdahl, 2009) (Figure S4H,I). While *ARO10* could be a direct, but unreported, transcriptional target of the SPS pathway, we considered whether this could instead reflect an indirect effect. To explore this possibility, we searched for gRNAs against annotated targets of SPS transcription factors Stp1 or Stp2 that significantly reduced *ARO10* reporter expression (Eckert-Boulet et al., 2004). Knockdown of *TAT1*, a known target of Stp1 and Stp2 that encodes an amino acid transporter for tyrosine, leucine, isoleucine and valine, reduced *ARO10* expression (Bajmoczi et al., 1998; Schmidt et al., 1994). Notably, Tat1 imports the major substrates for Aro9 and Aro10, and Aro80 is allosterically activated by tryptophan (Lee and Hahn, 2013). Thus, SPS control of aromatic amino acid import may explain these effects on *ARO10* expression. To test the possibility that the import of extracellular amino acids mediated *ARO10* expression, we grew cells in synthetic media lacking aromatic amino acids and found that this condition indeed mitigated the induction of *ARO10* after eIF4E depletion (Figure 2G). Taken together, these findings suggest that the buildup of aromatic amino acids imported by Tat1 but not needed for protein synthesis is sensed by Aro80, which upregulates *ARO9* and *ARO10* to catabolize them (Figure 2H).

We reasoned that this catabolism might mitigate toxicity induced by excess aromatic amino acids or produce a metabolite needed for adaptive responses to reductions of protein synthesis. However, neither deletion of *ARO9* nor of *ARO80* caused any difference in growth rate upon eIF4E depletion. (Figure S5A,B). Thus, the induction of the Ehrlich pathway enzymes is not required in cells depleted of eIF4E.

Surprisingly, long-term eIF4E depletion led to the up-regulation of *ARO1* (Figure S3B), which encodes a multi-functional chorismite biosynthesis enzyme required to produce aromatic amino acids (Duncan et al., 1988). Induction of this biosynthetic enzyme, along with continued expression of the opposing catabolic pathway, suggested that eIF4E depletion led to futile or gratuitous metabolism. Indeed, we found that cells depended on aromatic amino acid biosynthesis after eIF4E depletion, as shown by slowed growth of *aro1Δ* cells (Figure S5C). Furthermore, the negative synthetic interaction between eIF4E depletion and *aro1Δ* was partially rescued by supplementing media with additional aromatic amino acids (Figure S5D). Combined, these results show that eIF4E depletion disrupts amino acid homeostasis.

### eIF4E depletion activates *GCN4* translation in *GCN2*-independent manner

Indeed, we saw broad up-regulation of amino acid biosynthesis pathways following 8 hours of eIF4E depletion, indicating a breakdown in coordination between amino acid levels and the regulation of genes involved in amino acid biosynthesis (Figure 3A). These biosynthetic genes comprise the regulon of Gcn4, a transcription factor that is itself translationally induced in response to amino acid starvation (Hinnebusch, 2005). Indeed, RNA abundance of Gcn4 target genes increased after 8 hours of IAA treatment compared to non-target genes (Figure 3B). We also found a modest but significant translational upregulation of Gcn4 (log_2_ fold-change = 0.61, adj. *p*-value = 1.1×10^−4^) after 1 hour of eIF4E depletion, as measured by ribosome occupancy (Figure 3C).

The translational induction of *GCN4* in response to amino acid starvation has been well characterized (Hinnebusch, 2005). During non-starvation conditions, the expression of *GCN4* is suppressed via repressive uORFs in the 5′UTR. This repression is relieved when the cell experiences amino acid starvation. When protein synthesis outstrips amino acid availability, uncharged tRNAs accumulate, causing the kinase Gcn2 to phosphorylate the translation initiation factor eIF2α. Phosphorylation of eIF2α reduces the availability of the active form of eIF2 bound to initiator tRNA, which allows reinitiating ribosomes in the *GCN4* 5’ UTR to bypass uORFs and reach the *GCN4* CDS, increasing Gcn4 protein levels (Dever et al., 1992). Surprisingly, although *GCN4* activation is canonically accompanied by an increase in eIF2a phosphorylation, we found that levels of eIF2α phosphorylation decreased over the course of eIF4E depletion (Figure 3D). Phosphorylation may decrease because reduced translation during eIF4E depletion reduced ribosomal collisions, another trigger for Gcn2 activation (Wu et al., 2020); in any case, the increased *GCN4* translation that we observed could not be explained by the Gcn2-eIF2α pathway.

To further dissect the genetic requirements for the novel mechanism of *GCN4* activation in eIF4E-depleted cells, we monitored the expression of the Gcn4 target gene Pho85 cyclin 5 (*PCL5)* in *gcn2Δ* and *gcn4Δ* cells (Shemer et al., 2002) (Figure 3E). We found that *PCL5* induction was Gcn4-dependent but Gcn2-independent, consistent with the lack of eIF2α phosphorylation (Figure 3E). To test whether translation deficiencies in general activated Gcn4 and thereby increased *PCL5* expression, we integrated AID tags at both paralogs of the translation initiation factor eIF4G, allowing us to conditionally deplete this essential translation factor. Depleting eIF4G significantly decreased *PCL5* expression, in contrast to the effects of eIF4E depletion (Figure 3E). We therefore concluded that the non-canonical Gcn4 activation following eIF4E depletion was not a result of general deficiencies in translation, but instead was a specific response to eIF4E-depletion.

### PCL5 *translation is regulated by uORFs and poly(A) tract in 5′ UTR*

*PCL5* is a notable Gcn4 transcriptional target because it mediates a negative feedback circuit regulating Gcn4 activity (Shemer et al., 2002). The Pcl5 cyclin activates the cyclin-dependent kinase Pho85 to phosphorylate Gcn4, thereby marking it for degradation (Shemer et al., 2002). We reasoned that Gcn4 upregulation in eIF4E-depleted cells may reflect a breakdown in this negative-feedback loop. Curiously, when we evaluated the sequence of the 5′UTR of *PCL5*, we noted the presence of two potential uORFs with AUG start codons, followed by a startling stretch of 29 consecutive A bases—the longest such tract in the *S. cerevisiae* transcriptome (Vopálenský et al., 2019). Previous studies had also noted these potential AUG-start sites based on their conservation in yeast and the *PCL5* transcript structure, but they have heretofore been uncharacterized as regulators of *PCL5* translation (Cvijović et al., 2007; Zhang, 2005). The uORFs in the *PCL5* 5′UTR were reminiscent of the regulatory uORFs in the *GCN4* 5′UTR, which are responsible for its translational repression in un-starved conditions. The presence of *PCL5* uORFs could have important implications for Pcl5 protein synthesis during amino acid deprivation and therefore in the control of Gcn4 activity. By mapping ribosome occupancy across the 5′UTR of *PCL5*, we confirmed the translation of the two predicted AUG uORFs and, surprisingly, also observed translation of two uORFs beginning with non-cognate UUG codons (Figure 4B).

Interestingly, although *PCL5* was transcriptionally upregulated in response to eIF4E depletion (Figure 3E), we did not find a corresponding increase in ribosome occupancy over the *PCL5* ORF (Figure 4A). Instead, ribosome density in the *PCL5* 5′UTR was increased at all four uORFs in eIF4E-depleted cells, but most strikingly at the UUG uORF start codons (Figure 4A). In full, the translation efficiency of *PCL5* was reduced over 3-fold in response to eIF4E depletion (log_2_ fold-change = −1.77). We hypothesized that the distinctive regulatory features in the *PCL5* 5′UTR may have reduced its translation in eIF4E-depleted cells and sought to further characterize this regulation given the role of Pcl5 in repressing Gcn4 activity.

To further investigate how these unique *cis* features regulate *PCL5* translation, we designed fluorescent protein reporters fused to mutant versions of the *PCL5* 5′UTR, each testing the contribution of different 5′ UTR elements (Figure S6A). Unfortunately, most of reporters were weakly expressed and could not be distinguished from background fluorescence by flow cytometry (Figure S6A). We thus turned again to an indirect reporter system using the ZEM synthetic transcription factor, which amplifies signal from weakly expressed reporters (Aranda-Díaz et al., 2017) (Figure 4B). In this system, we measured changes to *PCL5-*reporter transcription and mRNA stability by tracking ZEM transcript levels (Figure 4B). Additionally, we measured *PCL5*-reporter translation indirectly, by measuring the abundance of a ZEM-driven transcriptional mScarlet reporter (Figure 4B). We generated four versions of this *PCL5-*ZEM reporter, each with the native *PCL5* promoter. We compared the full-length, wild type *PCL5* 5′UTR with three variants removing some or all of its distinctive *cis-*elements (Figure 4C, S6B). We then measured ZEM and mScarlet mRNA abundances to report on *PCL5* transcription and translation efficiencies, respectively. The *PCL5* uORFs suppressed translation of the ZEM transcription factor, consistent with the repressive effects typically seen from uORFs (Figure 4C, S6B). Furthermore, deletion of the poly-(A) tract reduced ZEM transcript levels by approximately 50%, and mScarlet transcript levels by 75%, relative to wild type (Figure 4C, S6B), suggesting that the long polyA tract in the *PCL5* 5′UTR enhanced its stability and translation.

Our previous findings indicated differential regulation of *PCL5* transcript levels in response to defects in translation initiation; Gcn4-dependent upregulation following eIF4E depletion and downregulation following eIF4G depletion (Figure 3E). To investigate whether *PCL5* translation was similarly affected by defects in translation initiation, we tracked changes to mRNA levels in these reporter constructs following depletion of eIF4E and eIF4G (Figure 4D,E, S6C-F). We observed an increase in ZEM-reporter transcript levels in all *PCL5-*ZEM reporters following eIF4E depletion, regardless of 5′UTR composition, likely mediated through the previously described *GCN4* response (Figure 4D, S6C,D). However, we found a decrease in mScarlet translation following eIF4E depletion in both the full-length 5′UTR reporter construct and the uORF mutation reporter.

In agreement with our measurements of endogenous *PCL5* transcript levels, eIF4G depletion consistently reduced ZEM-reporter transcript levels in all *PCL5-*ZEM reporters (Figure 4E, S6E,F). Strikingly, ZEM mRNA abundance was reduced even in the reporter that lacked the *PCL5* 5′UTR (Figure 4E, second line), suggesting that the regulation of *PCL5* in response to eIF4G depletion was transcriptional. Furthermore, we noted that expression of the reporter containing all four uORFs but lacking the polyA tract— the most repressive 5′UTR under wild-type conditions—was markedly less repressive following eIF4G-depletion. We therefore concluded that eIF4G may have played a role in suppressing translation in that context.

### Dissecting the genetic requirements for regulation of *PCL5* expression

Although the 5′UTR of *PCL5* contained sequence features that modulated its translation, we found that depleting eIF4E and eIF4G primarily affected its transcription rather than its translation. Thus, we investigated the potentially novel mechanisms regulating the translation of this factor by CiBER-seq profiling, using an indirect reporter of the same design as our *ARO10* reporter (Figure 2) (Muller et al., 2020). 

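The *PCL5* screen was analysed from barcode counts in *GCN4* cells and in *gcn4Δ* cells. In CiBER-seq, each plasmid carries a gRNA for CRISPR interference and divergent P(Z)-mScarlet and P(*TFC1*)-citrine reporters, whose transcripts hold barcodes linked to that gRNA. P(Z) is driven by ZEM, which is made with Pcl5, and P(*TFC1*) is the housekeeping reference. RNA was taken before gRNA induction and again after 9 h (6 doublings) in anhydrotetracycline at 250 ng/ml, with beta-estradiol at 10 nM at both times. There were 2 biological replicates per condition and 8 conditions, which gives 16 libraries. The authors trimmed and split the reads with Cutadapt and counted them per barcode, and the deposited values are these raw counts before their filter on low barcodes.
The 8 libraries of *GCN4* cells held 36.8 to 60.9 M reads (median 42.6 M), and the 8 libraries of *gcn4Δ* cells held 17.4 to 29.5 M (median 25.0 M). Barcodes joined to no gRNA took 6.28 to 8.12% of the reads in *GCN4* cells and 7.07 to 8.15% in *gcn4Δ* cells, and were kept out of the tests. Of the barcodes with a gRNA, 134573 (71.0%) in *GCN4* cells and 110374 (59.2%) in *gcn4Δ* cells had at least 32 counts in all 4 pre-induction libraries and were kept. They represent 47854 and 44810 gRNAs, of which 42362 were tested in both backgrounds, with a median of 2 barcodes per gRNA.
Counts were summed over the barcodes of each gRNA and scaled with TMM factors. The log2 change given for a gRNA is the change in the ratio of P(Z) to P(*TFC1*) from before to after induction, and its p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error (SE) is the absolute log2 change divided by the square root of the F statistic. A gRNA rose or fell where its adjusted p was under 0.05. The difference between backgrounds was tested as an interaction over all 16 libraries and is given as *gcn4Δ* minus *GCN4*. Each gRNA is called by its target and number, and where a gene had several gRNAs the gRNA with the smallest p is given. The positions of the gRNAs are not in the deposited counts. No barcode DNA was counted, so the change of a single reporter also follows the number of cells that carry a gRNA.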

By fusing the ZEM transcription factor to the endogenous Pcl5 with a P2A self-cleaving peptide between the two proteins, we were able to capture regulators of *PCL5* transcription and translation using a transcriptional readout (Figure 5A). To parse the Gcn4-dependent transcriptional effects on *PCL5* from the translation regulation imparted through its 5′UTR, we performed parallel CiBER-seq analyses in a wild-type *GCN4* genetic background and one in which *GCN4* was deleted (*gcn4Δ)* (Figure 5A).

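In *GCN4* cells, the gRNAs with the largest effects include some that target Mediator, the coactivator that joins transcription activators to RNA polymerase II, and some that target the promoter-binding factor TFIID. The Mediator gRNA *GAL11* YOL051W_08 fell by 3.41 on the log2 scale (10.6-fold lower, SE 0.12, adjusted p = 1.9e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 7 *GAL11* gRNAs passed. *PGD1*, of the same complex, fell by 2.77 (6.84-fold lower, SE 0.21, adjusted p = 1.6e-14 from the same test), with a log2 ratio of -0.18 ± 0.07 before and -2.95 ± 0.25 after induction (SD, n = 2). *SSC1*, the Hsp70 that pulls proteins into mitochondria, fell by 2.54 with 7 of 10 gRNAs passing. *TAF12*, a TFIID subunit, rose 9.75-fold (log2 change 3.29, SE 0.21, adjusted p = 3.6e-17 from the same test) and 6 of its 9 gRNAs passed. *TAF5*, another TFIID subunit, rose 7.06-fold (log2 change 2.82), and 5 of its 9 gRNAs passed. For both of these TFIID gRNAs the P(*TFC1*) barcodes fell, with log2 changes of -3.58 for *TAF12* and -2.98 for *TAF5*, while P(Z) changed by -0.30 and -0.16.
*NSA1*, a factor of ribosome assembly that starts 249 bp from the divergent gene *TAF6*, rose 10.4-fold. *SCC4*, a cohesin loader that starts 460 bp from *SPT15*, the divergent gene of the TATA-binding protein, rose 10.2-fold. *SEC21*, of the COPI vesicle coat, whose upstream neighbour *CAF40* is not divergent, rose 8.82-fold (SE 0.57 on the log2 scale, adjusted p = 2.2e-04 from the same test, 0.058 with limma). With the *TAF5* gRNA YBR198C_06 and the gRNA *SEC5* YDR166C_01, P(*TFC1*) had 0 counts in both libraries after induction. *SEC5* starts 227 bp from the divergent gene *TAF10*. Against a floor of 3 counts per library, the ratios of the *TAF5* and *SEC5* gRNAs were at least 63.5-fold and at least 37.8-fold higher. In *gcn4Δ* cells, *MOT1*, which removes the TATA-binding protein from DNA, rose 6.77-fold (SE 0.27 on the log2 scale, adjusted p = 1.3e-10 from the same test), and 5 of 7 gRNAs passed. *CCT4*, of the chaperonin TRiC, rose 11.5-fold in these cells with 1 of 9 gRNAs passing.
In all, 1445 gRNAs rose and 1606 fell of 47854 tested in *GCN4* cells, and 486 rose and 226 fell of 44810 tested in *gcn4Δ* cells. In a separate fit, groups of barcodes joined to no gRNA had median log2 changes of -0.38 (SD 0.41) in *GCN4* cells and -0.13 (SD 0.45) in *gcn4Δ* cells. Of these groups, 298 of 3630 passed as lower and 1 as higher in *GCN4* cells, and 2 and 0 of 3432 in *gcn4Δ* cells. A small fall in *GCN4* cells is therefore not shown to come from the target of a gRNA. Of 6539 genes tested in *GCN4* cells, 965 had gRNAs that rose and none that fell, 1128 had gRNAs that fell and none that rose, and 203 had both. In *gcn4Δ* cells these were 388, 168 and 6 genes. Among the 1445 gRNAs that rose in *GCN4* cells, P(Z) tested by itself rose for 490, P(*TFC1*) fell for 542, and neither passed for 496. Among the 1606 that fell, P(Z) fell for 530, P(*TFC1*) rose for 471, and neither passed for 655. The counts of rises and falls in *GCN4* cells were 933 and 1048 without the before sample of replicate 1, 610 and 698 without that of replicate 2, and 1223 and 1019 without the after sample of replicate 1. In *gcn4Δ* cells they were 251 and 136, and 185 and 86, without the before samples of replicates 1 and 2, 878 and 374 without the after sample of replicate 2, and 436 and 361 with limma on log ratios scaled to library totals (54.7% rises against 68.3%).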

Our screen identified thousands of guides that affected *PCL5* expression. 

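A gRNA against *ILV2*, which encodes acetolactate synthase of branched-chain amino acid synthesis, raised the reporter in *GCN4* cells and lowered it in *gcn4Δ* cells. The log2 ratio with *ILV2* YMR108W_01 went from -0.08 ± 0.14 to 1.75 ± 0.02 (SD, n = 2) in *GCN4* cells and from 0.00 ± 0.05 to -1.35 ± 0.13 (SD, n = 2) in *gcn4Δ* cells. The difference was -3.20 (SE 0.32, adjusted p = 5.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 6 *ILV2* gRNAs passed. *ILV5*, whose product acts after Ilv2 in the same pathway and which was chosen after its values were seen, had a difference of -2.84 (SE 0.29) for YLR355C_02. The 5 gRNAs against *ILV2* and *ILV5* are those of 269 against amino acid biosynthesis that were lower in *gcn4Δ* cells (7 adjusted over the list alone). None was higher (9 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), and camera gave the list an adjusted p of 0.16. Of 125 gRNAs against RNA polymerase III and its factors, 4 were lower (13 adjusted over the list alone) and none was higher (6 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), with a camera adjusted p of 0.081. These 4 target *RPO31*, *RET1* and *RPC53*, subunits of the polymerase that were named after their values were seen.
Over all 42362 gRNAs tested in both backgrounds, 36 gRNAs of 27 genes differed, 31 of them lower in *gcn4Δ* cells and 5 higher. Of the 36, 32 had opposite signs in the 2 backgrounds, and some of these were near 0 in 1 background. An example chosen after its values were seen is *EMC3* YKL207W_09, at 9.43 in *GCN4* cells and -0.13 in *gcn4Δ* cells. It had 1 barcode in at least 1 background, as did the higher gRNAs against *LAG2*, *CDC16*, *APC5* and *ARD1*. For *EMC3* the difference was -0.33 in P(Z) and 8.75 in P(*TFC1*), and for *ARD1* -0.04 and -10.7. Of these 36, 13 target eIF2, eIF2B or cytosolic tRNA synthetases, with a median difference of -1.58 in P(Z) and 0.71 in P(*TFC1*). Fig. 5B prints a threshold of 0.01 in its panel and 0.05 in its legend. At an adjusted p under 0.01, 1022 gRNAs (465 higher and 557 lower) passed in *GCN4* cells but not in *gcn4Δ* cells, 146 passed in both and 196 passed in *gcn4Δ* cells but not in *GCN4* cells. At 0.05 these counts were 2591, 322 and 373. Of the 1022, 18 passed the test of the difference (37 of 1307 with limma and, chosen after the data were seen, 82 of 1687 with DESeq2). Of the same 1022, 83.3% had the same sign in *gcn4Δ* cells, against 61.7% of all gRNAs. The 95% exact binomial interval, 80.8 to 85.5%, treats gRNAs as independent. The median absolute log2 change of the 1022 was 0.83 in *GCN4* cells, and their median change in that direction was 0.33 in *gcn4Δ* cells. The 196 shrank likewise, from 1.43 in *gcn4Δ* cells to 0.59 in *GCN4* cells, where 92.9% had the same sign. Each class was picked for passing in 1 background, so this shrinkage does not show smaller effects in the other.
The 31 lower and 5 higher gRNAs became 12 and 2, or 10 and 1, without the before samples of replicates 1 and 2 of *GCN4* cells, 33 and 2, or 55 and 5, without their after samples, and 20 and 2, or 11 and 1, without the before samples of *gcn4Δ* cells. They became 56 and 55, or 84 and 135, without the after samples of replicates 1 and 2 of *gcn4Δ* cells, and the RNA polymerase III count became 0 without either before sample of *GCN4* cells.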

Notably, the majority of these guides (1311/1780) had Gcn4-dependent effects (Figure 5B) and overlapped with previously published CiBER-seq analysis of *GCN4* itself (Figure S7H,I) (Muller et al., 2020). Many gRNAs known to activate the integrated stress response (ISR), such as those targeting tRNA synthetases and eIF2 or eIF2B subunits, induced *PCL5* expression in the *GCN4* wild type cells (Figure 5C). 

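Some gRNAs against each of the 3 subunits of eIF2, the factor that carries the initiator tRNA, raised the reporter ratio in *GCN4* cells. Of 22 eIF2 gRNAs, 5 rose (9 adjusted over the list alone) and none fell (0 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). *GCD11*, the gamma subunit, had a log2 ratio of 0.09 ± 0.13 before and 1.33 ± 0.22 after induction (SD, n = 2) with YER025W_07. Its log2 change was 1.24 (2.36-fold, SE 0.12, adjusted p = 4.4e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of 7 *GCD11* gRNAs passed. The beta subunit *SUI3* rose 2.84-fold (SE 0.30 on the log2 scale, adjusted p = 7.3e-04 from the same test), or by 2.30 on the log2 scale where barcodes had at least 100 counts. In all 5 gRNAs the P(*TFC1*) barcodes fell, with a median log2 change of -1.88, and the P(Z) barcodes rose in none, with a median of -0.78.
Of 148 gRNAs against cytosolic tRNA synthetases, which charge tRNAs with amino acids, 27 rose and 3 fell (34 and 6 adjusted over the list alone). They left 11 of the 21 genes higher, 2 lower, 1 with gRNAs of both kinds and 7 with none that passed. Of these 27, P(Z) tested by itself rose for 8 and P(*TFC1*) fell for 15, with median log2 changes of 0.19 and -0.93. *DED81*, the asparaginyl-tRNA synthetase, rose 5.27-fold (log2 change 2.40, SE 0.31, adjusted p = 2.8e-07 from the same test) and 3 of 6 gRNAs passed. The *DED81* gene starts 437 bp from the divergent gene YHR020W. *VAS1*, for valine, rose 3.79-fold and *CDC60*, for leucine, rose 3.01-fold. The histidinyl-tRNA synthetase gene *HTS1*, which starts 505 bp from the divergent gene *ARP7*, lies on chromosome XVI from 637379 to 639019 of the R64 assembly. Its log2 ratio went from 0.02 ± 0.13 to 1.08 ± 0.20 (SD, n = 2) with YPR033C_05, a 2.08-fold rise (SE 0.27 on the log2 scale, adjusted p = 0.0093 from the same test), and 1 of 10 gRNAs passed. For this *HTS1* gRNA P(Z) by itself changed by -0.07 and P(*TFC1*) by -1.14. The tyrosyl-tRNA synthetase gRNA *TYS1* YGR185C_00, whose gene starts 253 bp from the divergent gene *TFG1*, fell by 1.81 (SE 0.22, adjusted p = 4.1e-08 from the same test). The lysyl-tRNA synthetase gRNA *KRS1* YDR037W_07 fell by 0.57 (adjusted p = 0.040 from the same test), and had an adjusted p of 0.078 to 0.17 with each of the 4 samples left out in turn.
Of 34 gRNAs against eIF2B, the exchange factor of eIF2, 4 rose and 3 fell (9 and 5 adjusted over the list alone). Of the 4, P(*TFC1*) tested by itself fell for 3 and P(Z) rose for 0. *GCD6* rose 3.35-fold (SE 0.25 on the log2 scale, adjusted p = 4.2e-06 from the same test), with 3 of 10 gRNAs passing, and *GCD7* rose 2.77-fold (adjusted p = 0.0012). *GCD2* fell by 0.54 (adjusted p = 0.0023) and *GCN3*, the regulatory subunit, fell by 0.79 (adjusted p = 0.036), all in the same test. Groups of barcodes joined to no gRNA also fell in *GCN4* cells, with a median of -0.38 (SD 0.41). Falls as small as those of *GCD2*, *GCN3* and *KRS1* are therefore not shown to come from the target. Camera gave adjusted p-values of 1.5e-06 for eIF2, 1.7e-04 for the tRNA synthetases and 0.16 for eIF2B, and adjusted p = 0.16, 0.15 and 0.34 with an estimated correlation. The gRNAs with the smallest p against *GCN4*, the eIF2 kinase *GCN2* and the Pcl5 partner *PHO85* had log2 changes of 0.63, 0.70 and 0.66 and adjusted p-values of 0.25, 0.17 and 0.062.
The *HTS1* call ended without the before or the after sample of replicate 1 (adjusted p = 0.087 and 0.076), *GCD7* without the before sample of replicate 2 (0.10), *GCN3* with each of the 4 samples left out in turn (0.061 to 0.265), and *GCN2* passed without the after sample of replicate 1 (log2 change 1.27, adjusted p = 0.019, all from the same test). The 3 falls among tRNA synthetases became 1 without the before sample of replicate 1 or either after sample, the 3 among eIF2B became 1 without the after sample of replicate 2, and *PHO85* passed with a log2 change of 1.00 without the before sample of replicate 2 (adjusted p = 0.018) and 0.78 without the after sample of replicate 1 (adjusted p = 0.046).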

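In *gcn4Δ* cells, a gRNA against each of *HTS1*, *GCD11* and *GCD6* lowered the reporter ratio, and its effect differed from that in *GCN4* cells. *HTS1* YPR033C_05 went from 0.14 ± 0.09 to -1.36 ± 0.30 (SD, n = 2), a 2.85-fold fall (log2 change -1.51, SE 0.25, adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 10 *HTS1* gRNAs fell. Its difference from *GCN4* cells was -2.57 (SE 0.36, adjusted p = 7.1e-04 from the same test). *GCD11* YER025W_07 fell 2.93-fold (log2 change -1.55, SE 0.20) and differed by -2.80 (SE 0.23, adjusted p = 1.6e-07 from the same test). The eIF2B gRNA *GCD6* YDR211W_09 went from -0.11 ± 0.20 to 1.08 ± 0.37 in *GCN4* cells and from -0.18 ± 0.02 to -1.39 ± 0.45 in *gcn4Δ* cells (SD, n = 2). Its difference was -2.40 (SE 0.31, adjusted p = 3.9e-04 from the same test). The arginyl-tRNA synthetase gRNA YDR341C_06 fell 2.48-fold in *gcn4Δ* cells and differed by -1.98 (SE 0.26).
In *gcn4Δ* cells, 3 of 22 gRNAs against eIF2 fell (4 adjusted over the list alone), as did 4 of 30 against eIF2B (4 adjusted over the list alone) and 7 of 142 against tRNA synthetases (13 adjusted over the list alone). None rose in these lists (0, 0 and 1 adjusted over the list alone, 0, 1 and 5 at an unadjusted p under 0.05, and 0 with DESeq2 or limma in each). P(Z) tested by itself fell for all 7 of the tRNA synthetase gRNAs. *TYS1* YGR185C_00 fell in both backgrounds, by 1.19 in *gcn4Δ* cells. The difference between backgrounds passed for 2 of 20 eIF2 gRNAs, 2 of 28 eIF2B gRNAs and 9 of 134 tRNA synthetase gRNAs from 6 genes, all lower in *gcn4Δ* cells. Adjusted over the list alone, 8, 7 and 28 were lower in *gcn4Δ* cells, and 1 eIF2B gRNA was higher. *DED81* YHR019C_01 had a difference of -2.42 (SE 0.56, adjusted p = 0.12 from the same test) and *SUI3* a difference of -3.51 (SE 0.83, adjusted p = 0.14 from the same test).
Camera gave adjusted p-values of 2.7e-07, 0.033 and 0.0011 for eIF2, eIF2B and the tRNA synthetases in *gcn4Δ* cells, and adjusted p = 0.12, 0.20 and 0.11 with an estimated correlation. For the difference it gave 1.1e-19, 0.0085 and 9.9e-11, and adjusted p = 0.014, 0.12 and 0.014 with an estimated correlation. The eIF2B falls in *gcn4Δ* cells were 1 without the before or the after sample of replicate 2, the tRNA synthetase falls were 4 without either before sample, the eIF2 falls were 2 without either before sample, and *TYS1* had an adjusted p of 0.35 without the before sample of replicate 2. The 9 tRNA synthetase differences were 2 without either before sample of *GCN4* cells or the before sample of replicate 2 of *gcn4Δ* cells, 5 without the after sample of replicate 2 of *GCN4* cells and 18 without that of *gcn4Δ* cells; the 2 of eIF2 became 5 without the after sample of replicate 1 of *gcn4Δ* cells, and the 2 of eIF2B became 1 with any 1 sample of *GCN4* cells left out or without the before sample of replicate 2 of *gcn4Δ* cells.

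**Figure D1:**
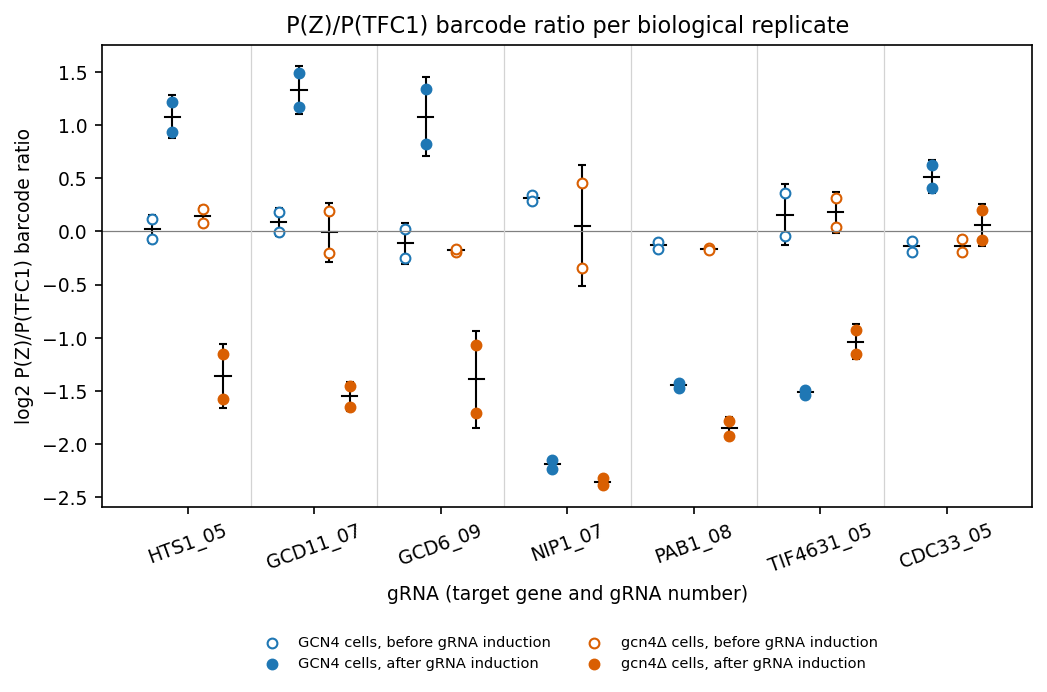
Log2 ratio of P(Z) to P(*TFC1*) before and after gRNA induction for named gRNAs in *GCN4* and *gcn4Δ* cells, with 1 point per biological replicate. With *HTS1* YPR033C_05 the mean after induction was 1.08 in *GCN4* cells and -1.36 in *gcn4Δ* cells.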

Interestingly, in *gcn4Δ* cells, these same gRNAs repressed *PCL5* expression (Figure 5D). This finding was surprising as we had anticipated similar regulation of *PCL5* and *GCN4* given the similarities between their 5′ UTRs. To further validate this finding, we tested a gRNA against the histidinyl-tRNA synthetase *HTS1*, whose knockdown is known to activate the ISR, in our *PCL5-ZEM* reporter system (Figure 5E, S8B,E). Consistent with results from our screen, knockdown of *HTS1* increased ZEM transcript levels and protein output (Figure 5E, S8B,E). Furthermore, we saw uORF-dependent regulation that maintained *PCL5* translation during ISR activation; reporters lacking the uORFs showed transcript-level increases that were not matched by increased protein output. (Figure 5E, S8B,E). This finding demonstrates for the first time that the translation of *PCL5* is regulated much like the translation of *GCN4* translation in response to eIF2a phosphorylation (Dever et al., 1992). These findings appeared to contradict our results from the *gcn4Δ* screen for regulators of *PCL5* translation (Figure 5A,D). To reconcile the two results, we hypothesize that there is a mechanism for suppressing *PCL5* expression when cells are unable to mount a sufficient Gcn4 response to ISR activation. Our screen recapitulated the *GCN4-*dependent induction of *PCL5* in response to loss of eIF4E and a contrasting, *GCN4-*independent reduction when eIF4G was depleted. 

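Of 7 gRNAs against *CDC33*, which encodes the cap-binding protein eIF4E, 2 raised the reporter ratio in *GCN4* cells, and some gRNAs against *TIF4631*, which encodes the eIF4G scaffold protein eIF4G1, lowered it in both backgrounds. *CDC33* lies on chromosome XV from 60383 to 61024. With *CDC33* YOL139C_05 the log2 ratio in *GCN4* cells went from -0.14 ± 0.07 to 0.51 ± 0.15 (SD, n = 2), a 1.57-fold rise (SE 0.15 on the log2 scale, adjusted p = 0.0050 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2 of 7 *CDC33* gRNAs rose (2 adjusted over the list alone). In *gcn4Δ* cells the log2 change with this gRNA was 0.19 (SE 0.19, adjusted p = 0.75 from the same test). The difference between backgrounds was -0.47 (SE 0.23, adjusted p = 0.69 from the same test). The *CDC33* gRNA with the smallest p in *gcn4Δ* cells and in the difference was YOL139C_00, which has 1 barcode there. Its log2 change in *gcn4Δ* cells was 1.55 (SE 0.61, adjusted p = 0.25 from the same test). Its difference was 1.31 (SE 0.61, adjusted p = 0.67 from the same test), of the other sign than that of YOL139C_05. No *CDC33* gRNA passed in *gcn4Δ* cells or in the test of the difference (1 higher in each at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). The median over the 7 gRNAs was 0.17 in *GCN4* cells, 0.21 in *gcn4Δ* cells and 0.01 for the difference.
*TIF4631* YGR162W_05 went from 0.16 ± 0.29 to -1.51 ± 0.04 in *GCN4* cells and from 0.18 ± 0.19 to -1.04 ± 0.16 in *gcn4Δ* cells (SD, n = 2). These are falls of 3.19-fold (SE 0.19 on the log2 scale, adjusted p = 1.6e-08) and 2.34-fold (SE 0.25, adjusted p = 0.0023) in the same test, with 3 of 7 and 2 of 6 gRNAs falling. The difference for this gRNA was 0.44 (SE 0.31, adjusted p = 0.80 from the same test). *TIF4632*, which encodes eIF4G2, had 1 of 5 gRNAs higher in *GCN4* cells, YGL049C_08 at a log2 change of 0.95 (SE 0.30, adjusted p = 0.041 from the same test), and 0.78 in *gcn4Δ* cells (adjusted p = 0.43 from the same test). Over the 12 eIF4G gRNAs in *GCN4* cells, 3 fell and 1 rose (3 and 1 adjusted over the list alone). Their median log2 change was 0.07, while camera gave a lower direction with adjusted p = 0.035, and adjusted p = 0.28 with an estimated correlation. Camera gave adjusted p = 0.11 for the eIF4E list in *GCN4* cells and 0.062 for both lists in *gcn4Δ* cells. On the limma test both lists passed in *gcn4Δ* cells, eIF4E as higher (camera adjusted p = 0.048) and eIF4G as lower (0.046). On the edgeR values these 2 lists had adjusted p = 0.25 and 0.32 with an estimated correlation.
The *CDC33* call ended without the before or the after sample of replicate 2 (adjusted p = 0.056 and 0.059 from the same test), and *TIF4631* in *gcn4Δ* cells without the before sample of replicate 2 (0.17). *TIF4632* did not pass without the before sample of replicate 1 (0.064) or 2 (0.23) or the after sample of replicate 2 (0.37, log2 change 0.56), nor with limma (0.065).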

We also observed system-dependent effects from knockdown of *PCL5* itself, the *GAL1*-derived reporter, and the *TFC1* normalizer (Figure S7F,G).

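Some gRNAs against the components of the reporter system moved the ratio in both backgrounds. *PCL5*, whose transcript also encodes ZEM in this strain, lies on chromosome VIII from 237004 to 237693. *PCL5* YHR071W_02 went from -0.34 ± 0.05 to -3.32 ± 0.31 (SD, n = 2) in *GCN4* cells, a 7.82-fold fall (SE 0.19 on the log2 scale, adjusted p = 3.6e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of 6 *PCL5* gRNAs fell. In *gcn4Δ* cells *PCL5* YHR071W_06 fell 8.27-fold (log2 change -3.05, SE 0.55, adjusted p = 2.5e-04 from the same test) and 3 of 5 gRNAs fell. The *GAL1* gRNA YBR020W_05, against the galactokinase gene from which the reporter was derived, fell 2.18-fold in *GCN4* cells and 2.55-fold in *gcn4Δ* cells, with 7 of 10 and 1 of 9 gRNAs falling. *TFC1*, a subunit of the RNA polymerase III factor TFIIIC whose promoter drives the normalizer, rose 7.02-fold with YBR123C_09 in *GCN4* cells (SE 0.37 on the log2 scale, adjusted p = 5.3e-07 from the same test), and 5 of 8 gRNAs rose. For this gRNA P(*TFC1*) alone had a log2 change of -2.94 and P(Z) alone of -0.12. In *gcn4Δ* cells *TFC1* YBR123C_02 had a log2 change of 0.95 (SE 0.26, adjusted p = 0.049 from the same test).
The target YHR070C-A, which has no entry in the reference annotation, had 4 of 7 gRNAs lower in both backgrounds. YHR070C-A_06 fell 5.83-fold in *GCN4* cells and 14.7-fold in *gcn4Δ* cells (SE 0.25 and 0.31 on the log2 scale). Over the 3 genes of the system, 11 of 24 gRNAs fell and 5 rose in *GCN4* cells (14 and 5 adjusted over the list alone), and 4 of 22 fell and 1 rose in *gcn4Δ* cells (9 and 4 adjusted over the list alone). None of 22 differed between backgrounds (1 higher and 2 lower at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). The *PCL5* gRNA YHR071W_02 had a difference of 1.16 (SE 0.42, adjusted p = 0.53 from the same test). Camera, which takes 1 direction per list, gave adjusted p = 4.5e-08 and 1.8e-04 in the 2 backgrounds, and adjusted p = 0.15 and 0.12 with an estimated correlation.
Without the after sample of replicate 1 or 2 of *gcn4Δ* cells, *PCL5* YHR071W_06 had a log2 change of -4.10 or -2.25, and without the latter the difference of *PCL5* YHR071W_02 was 1.85 (adjusted p = 0.0086 from the same test). The *TFC1* call in *gcn4Δ* cells ended without the before sample of replicate 1 (0.17) or 2 (0.48) or the after sample of replicate 1 (0.14), and the rises in *GCN4* cells were 3 without the before or the after sample of replicate 1.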

We were particularly interested in hits from our screen that regulated *PCL5* expression independently of Gcn4, as these may reveal mechanistic insight into translation control of *PCL5*. 

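Of gRNAs against Mediator, 25 of 186 lowered the reporter ratio in *GCN4* cells and 9 of 178 in *gcn4Δ* cells, and of gRNAs against TFIID and TFIIH, 26 of 137 and 22 of 120 raised it. Camera's calls of these lists did not hold with an estimated correlation, which rests on 2 residual degrees of freedom (adjusted p = 0.15 in *GCN4* cells and 0.11 in *gcn4Δ* cells). *GAL11* YOL051W_08 fell by 2.66 on the log2 scale in *gcn4Δ* cells (SE 0.15, adjusted p = 2.3e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its difference from *GCN4* cells was 0.75 (SE 0.18, adjusted p = 0.14 from the same test). *SSC1* YJR045C_01 fell by 2.75 in *gcn4Δ* cells (SE 0.20, adjusted p = 3.7e-15 from the same test), with a difference of -0.21 (SE 0.27). The *TAF5* gRNA YBR198C_05 rose by 2.61 in *gcn4Δ* cells (SE 0.22, adjusted p = 6.9e-13 from the same test), with a difference of -0.22 (SE 0.27).
In *GCN4* cells, 13 Mediator genes had gRNAs that fell and none that rose, and 1 gene had both (1 gRNA rose; 32 falls and 3 rises adjusted over the list alone). In *gcn4Δ* cells none rose when adjusted over all gRNAs (8 at an unadjusted p under 0.05, 1 with DESeq2 and 1 with limma). Adjusted over the list alone, 13 fell and 2 rose there. Against TFIID and TFIIH, 8 fell in *GCN4* cells (32 rises and 9 falls adjusted over the list alone), and for 23 of the 26 rises the P(*TFC1*) barcodes tested by themselves fell. In *gcn4Δ* cells 1 fell (28 rises and 2 falls adjusted over the list alone). Of gRNAs against mitochondrial protein import, 21 of 197 fell and 4 rose in *GCN4* cells (26 and 4 adjusted over the list alone), and 13 of 182 fell and 1 rose in *gcn4Δ* cells (20 and 4 adjusted over the list alone). Of gRNAs against proteins of the large cytosolic ribosomal subunit, 42 of 624 fell and 2 rose in *GCN4* cells (46 and 2 adjusted over the list alone), and 22 of 577 fell and 1 rose in *gcn4Δ* cells (49 and 3 adjusted over the list alone). The difference between backgrounds passed for 2 of 112 TFIID and TFIIH gRNAs, against *TAF4* and *TAF5* (3 lower and 1 higher with DESeq2, 0 with limma, and the *TAF5* gRNA has P(*TFC1*) at 0 counts after induction in *GCN4* cells), and for none against Mediator, mitochondrial import or the large subunit. At an unadjusted p under 0.05 these 3 lists had 12, 4 and 19 gRNAs higher and 4, 14 and 35 lower, DESeq2 called 2, 0 and 1 higher and 0, 0 and 1 lower, and limma called 1 Mediator gRNA higher.
Camera gave adjusted p-values of 4.8e-06 and 0.0045 for Mediator, 3.7e-10 and 1.1e-12 for TFIID and TFIIH, and 8.2e-05 and 1.1e-10 for the large subunit in *GCN4* and *gcn4Δ* cells, with adjusted p = 0.15 and 0.11 with an estimated correlation for each of these lists. For mitochondrial import the list did not pass in *GCN4* cells (adjusted p = 0.10), where the median of 0.01 and the lower direction of the test differ in sign, and camera gave 7.7e-04 in *gcn4Δ* cells (adjusted p = 0.11 with an estimated correlation).
Of the 146 gRNAs that passed an adjusted p of 0.01 in both backgrounds, 93 rose in both, 47 fell in both and 6 went opposite ways. Independent lists of these sizes would share 3.1 rises and 1.5 falls. In *GCN4* cells the falls were 14 and 15 for Mediator, 11 and 12 for mitochondrial import, 25 and 18 for the large subunit, and 3 and 3 for TFIID and TFIIH, without the before samples of replicates 1 and 2, and 16 for Mediator without the after sample of replicate 1. In *gcn4Δ* cells they were 5 for Mediator, 3 for mitochondrial import and 8 for the large subunit without the before sample of replicate 1, 4 and 3 for the last 2 lists without that of replicate 2, and 34 for the large subunit without the after sample of replicate 2.

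**Figure D2:**
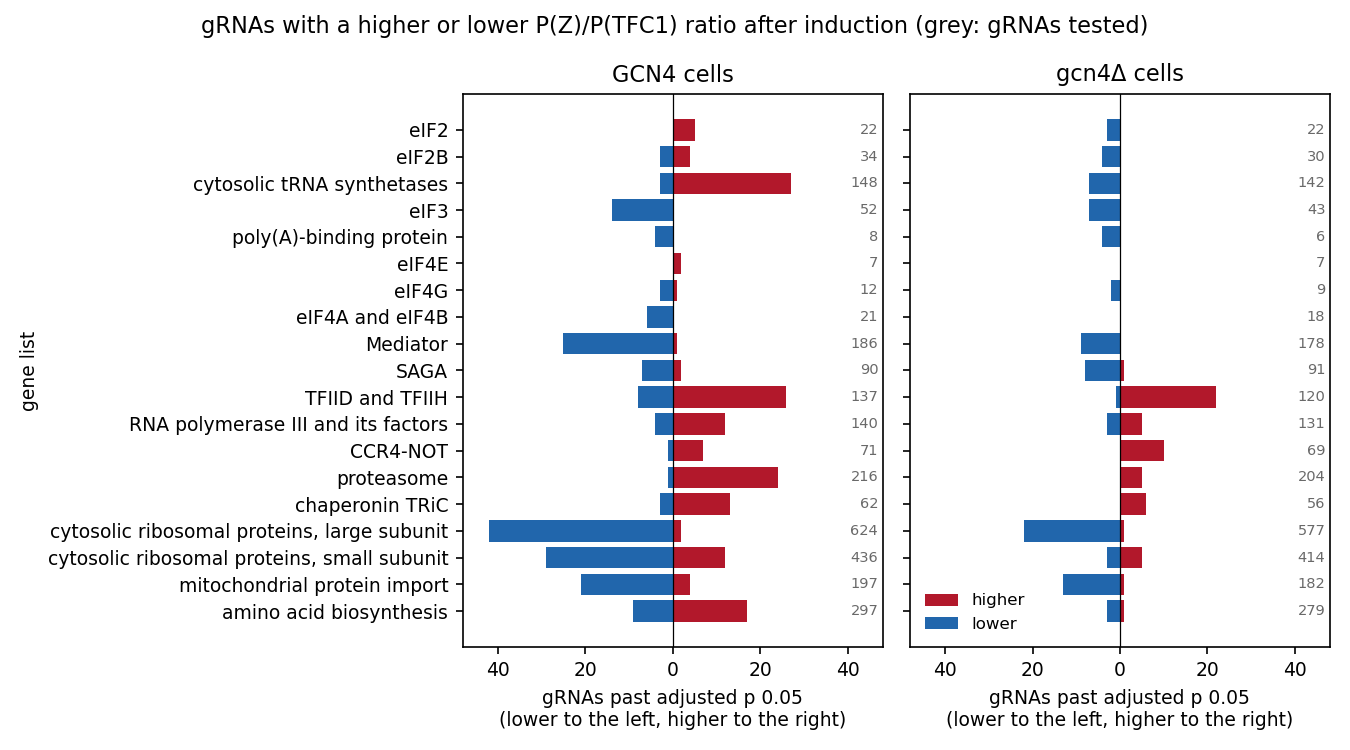
Numbers of gRNAs that rose and fell at an adjusted p under 0.05 in each gene list, in *GCN4* cells and in *gcn4Δ* cells. Of the Mediator gRNAs, 25 fell in *GCN4* cells and 9 in *gcn4Δ* cells.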

Knockdown of *PAB1*, which encodes the yeast poly-(A) binding protein, caused a *GCN4*-independent decrease in Pcl5 (Figure 5D)—a striking observation in light of the 29 base poly-(A) tract in the *PCL5* 5′ UTR, which is long enough to bind Pab1 (Sachs et al., 1987). Indeed, we tested the effects of *PAB1* knockdown on mutant *PCL5* reporters and found that removal of the poly-(A) tract greatly attenuated the strong translational repression seen in the wild-type version (Figure 5F, S8D,G). 

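Of the gRNAs against *PAB1*, which lies on chromosome V from 510373 to 512106, 4 lowered the reporter ratio in each background. *PAB1* YER165W_08 went from -0.13 ± 0.04 to -1.45 ± 0.03 in *GCN4* cells and from -0.16 ± 0.01 to -1.85 ± 0.10 in *gcn4Δ* cells (SD, n = 2). In *gcn4Δ* cells this is a 3.26-fold fall (SE 0.27 on the log2 scale, adjusted p = 3.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PAB1* YER165W_03 had the smallest p in *GCN4* cells, with a 4.50-fold fall (SE 0.29 on the log2 scale, adjusted p = 6.4e-07 from the same test). Of 8 *PAB1* gRNAs in *GCN4* cells 4 fell (5 adjusted over the list alone), and of 6 in *gcn4Δ* cells 4 fell (5 adjusted over the list alone). None rose in either background (0 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). For all 4 in *GCN4* cells the P(Z) barcodes tested by themselves fell, with a median log2 change of -3.02, while the median of P(*TFC1*) was -1.21.
The difference between backgrounds was -0.39 for YER165W_08 (SE 0.31, adjusted p = 0.84) and 0.07 for YER165W_03 (SE 0.46, adjusted p = 0.99) in the same test. None of 6 gRNAs differed (0 higher and 2 lower at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). Camera gave adjusted p = 4.0e-06 in *GCN4* cells and 1.6e-10 in *gcn4Δ* cells, and adjusted p = 0.21 and 0.18 with an estimated correlation. The 4 falls in *GCN4* cells were 2 without the before sample of replicate 2. The paper sets this decrease, present without *GCN4*, beside a run of adenosines in the 5′ leader of *PCL5*, and reasons that this run is long enough for Pab1 to bind. It also tested *PAB1* knockdown on reporters with altered leaders, and reports much weaker repression without that run (Fig. 5F). In its *ARO10* screen a *PAB1* gRNA lowered the P(Z) reporter as well.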

We likewise observed that guides targeting subunits of the translation initiation factor eIF3 reduced *PCL5* reporter translation even in the absense of *GCN4*. 

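Of gRNAs against eIF3, which binds the small ribosomal subunit during initiation, 14 of 52 lowered the reporter ratio in *GCN4* cells and 7 of 43 in *gcn4Δ* cells. *NIP1*, which encodes the c subunit and lies on chromosome XIII from 892988 to 895426, fell 5.72-fold in *GCN4* cells with YMR309C_07 (SE 0.27 on the log2 scale, adjusted p = 2.2e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same gRNA fell 5.43-fold in *gcn4Δ* cells (SE 0.42, adjusted p = 9.5e-05 from the same test), and 4 of 8 and 3 of 6 *NIP1* gRNAs fell. *RPG1*, the a subunit, went from 0.00 ± 0.09 to -1.79 ± 0.26 in *GCN4* cells and from 0.12 ± 0.19 to -1.64 ± 0.07 in *gcn4Δ* cells with YBR079C_02 (SD, n = 2), with 5 of 9 and 3 of 9 gRNAs falling. *TIF35*, the g subunit, fell 2.67-fold in *GCN4* cells, and the same gRNA YDR429C_08 had a log2 change of -0.43 in *gcn4Δ* cells (SE 0.22, adjusted p = 0.42 from the same test). *TIF34*, the i subunit, fell by 2.12 in *GCN4* cells with YMR146C_07 and by 3.32 in *gcn4Δ* cells with YMR146C_09. The accessory subunit *HCR1* and the b subunit *PRT1* had log2 changes of 1.34 (adjusted p = 0.067) and 2.33 (adjusted p = 0.20, SE 1.07, 1 barcode) in *GCN4* cells in the same test.
The 14 falls in *GCN4* cells (15 adjusted over the list alone) come from 4 of 6 genes. None rose (1 adjusted over the list alone, 4 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma). The 7 falls in *gcn4Δ* cells (11 adjusted over the list alone) come from 3 genes. None rose there (2 adjusted over the list alone, 2 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). For all 14 falls in *GCN4* cells the P(Z) barcodes tested by themselves fell, with a median log2 change of -2.40, while the median of P(*TFC1*) was -0.75. None of 42 gRNAs differed between backgrounds (1 higher and 2 lower at an unadjusted p under 0.05, 1 and 1 with DESeq2, 0 with limma). The differences for the gRNAs of *NIP1* and *RPG1* were 0.07 (SE 0.49) and 0.02 (SE 0.32), and that for *TIF35* was 0.98 (SE 0.26, adjusted p = 0.22 from the same test). Camera gave adjusted p = 6.2e-08 in *GCN4* cells and 7.0e-07 in *gcn4Δ* cells, and adjusted p = 0.15 and 0.11 with an estimated correlation.
In *GCN4* cells *TIF34* had an adjusted p of 0.069 without the after sample of replicate 2 (log2 change -1.10), a log2 change of -3.11 without that of replicate 1, and 0.13 with DESeq2, and *NIP1* had a log2 change of -1.19 without the barcode filter. In *gcn4Δ* cells *NIP1* had 0.053 without the before sample of replicate 2 and 0.069 without the barcode filter, *TIF34* had 0.11 without that sample, 0.067 without the after sample of replicate 2 and 0.36 with DESeq2, and the 7 falls were 4 or 3 without the before samples of replicates 1 and 2 and 4 without the after sample of replicate 2.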

As eIF3 has known roles in ribosome recycling and re-initiation, particularly in the context of the uORFs in the *GCN4* 5′UTR (Sonenberg and Hinnebusch, 2009), we confirmed that knockdown of eIF3 subunit gene *NIP1* reduced reporter mRNA and translation levels in a uORF-dependent manner (Figure S8A,C,F). These results, which matched our CiBER-seq data, suggested that eIF3 supports translation reinitiation downstream of *PCL5* uORFs as well. Together, our findings highlighted the complexity of mechanisms governing *PCL5* expression and suggested that regulation of *PCL5* serves as an integration point of different signaling pathways to sculpt the Gcn4 response.

## Discussion

We showed that acute depletion of the essential cap-binding protein eIF4E had surprisingly modest effects on cell growth and protein synthesis. Although eIF4E levels were quickly reduced below 10% of starting abundance, we observed a relatively uniform 50% reduction in overall translation. We did note more nuanced changes to mRNA abundance, including a strong reduction in the expression of long-lived transcripts, likely reflecting more rapid turnover (Chan et al., 2018). There are conflicting data on whether the eIF4E-mRNA interaction is rate-limiting for cap-dependent translation initiation (Firczuk et al., 2013; von der Haar et al., 2004). Furthermore, eIF4E concentration exceeds that of mRNA several-fold, while eIF4G has roughly matched stoichiometry with mRNA. Notably, this implies the majority of eIF4E is not in complex with eIF4G and may be stabilizing or promoting translation of specific transcripts (Firczuk et al., 2013; Krause et al., 2022). In contrast to our results, prior work reported that transcriptional titration of eIF4E led to proportional decreases in protein synthesis and growth rates (Firczuk et al., 2013; von der Haar et al., 2004). In mice, however, eIF4E haploinsufficiency does not cause bulk translation defects (Truitt et al., 2015) , suggesting that the relative insensitivity to loss of cap-binding protein might be a conserved aspect of translation biology (O’Leary et al., 2013; von der Haar and McCarthy, 2002).

We further showed that protein synthesis recovered after only four hours, although eIF4E levels remained extremely low, suggesting that cells robustly adapted to this condition. Following prolonged eIF4E depletion, cells exhibited more substantial changes to translation than seen at earlier timepoints. These long-term translation changes weakened the bias towards more efficient translation of short transcripts. This trend is intriguing given that efficient translation of short transcripts is attributed to the formation of a closed-loop structure, wherein eIF4G bridges between eIF4E at the 5′ end of an mRNA and the poly(A)-binding protein, Pab1, at its 3′ end (Amrani et al., 2008; Çetin and O’Leary, 2022; Costello et al., 2015; Thompson and Gilbert, 2017). Depletion of eIF4E would abolish closed-loop formation, explaining the reduced the translation efficiency of short mRNAs and depressed the length bias of translation efficiency.

The strongest gene-specific effects of eIF4E depletion arose as secondary effects of reduced protein biosynthesis on amino acid pools. The transcription factor Aro80 responded to changes in translational status by activating a strong catabolic response through Ehrlich pathway enzymes Aro9 and Aro10, a gene expression program observed under different starvation stress conditions (Staschke et al., 2010; Xia et al., 2022; Zou et al., 2020). In the context of eIF4E depletion, this catabolic response appears maladaptive as cells require ongoing aromatic amino acid biosynthesis or supplementation to grow. It may play other roles, however—aromatic alcohols produced by this pathway serve as quorum sensing molecule in *S. cerevisiae* (Chen and Fink, 2006; Zhang et al., 2021).

Paradoxically, reductions in eIF4E activity also caused translational activation of *GCN4* and thereby induced a transcriptional response that favored amino acid anabolic processes. Surprisingly, this activation of *GCN4* occurred independently of Gcn2 and without eIF2α phosphorylation, indicating the involvement of a non-canonical mechanism. Fusel alcohols produced by amino acid catabolism can regulate *GCN4* translation through the inhibition of eIF2B, acting downstream of eIF2α phosphorylation, offering one possible explanation (Ashe, 2001; Hazelwood et al., 2008). Beyond this possibility, we have recently described a range of genetic perturbations to translation that lead to Gcn2-independent *GCN4* induction (Muller et al., 2020). In the case of eIF4E depletion, reduced recruitment of ribosomal 40S subunits for translation could increase the availability of free 40S subunits and thereby depress the ratio of eIF2/40S, similar to the *GCN4* activation caused by large subunit biogenesis (Steffen et al., 2008).

The translational repression of *PCL5*, a negative regulator of Gcn4, may have further imbalanced amino acid pools following eIF4E depletion. Pcl5 promotes Gcn4 degradation. Because *PCL5* expression is induced by Gcn4, this regulated degradation serves as a feedback mechanism that controls Gcn4 activity (Shemer et al., 2002). Feedback control requires that Pcl5 protein synthesis is proportional with its Gcn4-driven transcription, but maintaining the correspondence between mRNA levels and protein production poses a challenge when translation is impaired due to intrinsic limitations, inhibition by eIF2α phosphorylation, or other factors—exactly the conditions when Gcn4 regulation is needed. The requirement for uniform translation under varying conditions may explain why *PCL5* contains uORFs similar to those that control *GCN4* translation. Our findings highlight the significance of these characteristics as a point of regulation for *PCL5* that shapes the integrated stress response in yeast.

The post-transcriptional control of *PCL5* has distinctive characteristics, however, which may be mediated through the poly(A) tract in its 5′ UTR. Our finding that the poly(A) tract and Pab1 stabilize the *PCL5* transcript is reminiscent of previous work that found internal Pab1-tethering recruited the termination factor eRF3 and stabilized nonsense-containing mRNAs (Amrani et al., 2004). Additionally, *PCL5* translation regulation may integrate additional signals about cellular environment, such as heat shock, a condition in which Pab1 has been shown to phase separate (Riback et al., 2017). While poly(A) tracts have previously been linked to cap-independent translation of internal ribosome entry sites in yeast (Gilbert et al., 2007), translation of *PCL5* appears to be cap-dependent; it is repressed by uORFs, which affect cap-dependent scanning, and it is reduced upon depletion of cap-binding eIF4E (Figure 4).

Amino acid homeostasis is crucial for cell growth and survival. The tight regulation of amino acid pools involves a complex interplay between amino acid uptake, biosynthesis, incorporation into protein, and catabolism. Hundreds of genes are regulated response to changes in amino acid availability. Our study has identified the cap-binding protein eIF4E as a central coordinator of both biosynthetic and catabolic gene expression (Figure 6). Depletion of eIF4E led to upregulation of both opposing metabolic processes, resulting in an excess of aromatic amino acids and a discordant upregulation of amino acid biosynthesis genes, potentially indicative of gratuitous or futile amino acid metabolism. Intriguingly, mammalian cells couple amino acid sensing with protein synthesis through cap-centric regulation as well, albeit through a distinct mechanism. Indeed, dysregulation of eIF4E and metabolism are hallmarks of cancer, emphasizing the importance of understanding the underlying mechanisms to develop effective therapeutic strategies.

## Materials and Methods

### Yeast strains

Strains used in this study are listed in Table S1. All strains were derived from the S. cerevisiae BY4742 using standard genetic techniques and CRISPR-Cas9 technology (Lee et al., 2015). C-terminal mAID-3xFlag tags (cdc33-mAID-3xFlag, tif4631-mAID-3xFlag) were generated by amplifying the SG_linker-mAID-3xFlag sequence from pNTI433 with primers that included 40 bp of sequence identity with either side of the insertion, then integrated using CRISPR-Cas9 technology as described by (Brothers and Rine, 2019). C-terminal mAID-3xV5 tag (tif4632-mAID-3xV5), and P2A-ZEM tags (aro10-P2A-ZEM and pcl5-P2A-ZEM) were constructed in the same manner by amplifying from synthetic DNA gene block (Integrated DNA Technologies) PD552 and pNTI730, respectively. Gene deletions were generated using one-step replacement with marker cassettes, more specifically by PCR amplification of the hygromycin resistance cassette from pNTI730 with flanking sequence homology to the 5’ and 3’ ends of target gene coding sequence (Goldstein and McCusker, 1999; Hentges et al., 2005). *PCL5*-ZEM reporters and dCas9-TetR were integrated using NotI-linearized vectors from the EasyClone 2.0 toolkit for yeast genomic integration (Stovicek et al., 2015). Plasmids and primers used in strain construction are listed in Table S2 and S3, respectively.

### Plasmids

Plasmids used in this study are listed in Table S2. For CRISPR-Cas9 editing, guide RNA target and nontarget strands were integrated into single guide RNA dropout-Cas9 expression plasmid (pJR3429, a gift from the Rine lab) as described in (Brothers and Rine, 2019). Annealing oligos for gRNA insertion are listed in Table S3. The PCL5-ZEM reporter plamids (PDp86–89) were made using standard Gibson cloning into pCfB2337 (Gibson et al., 2009; Stovicek et al., 2015).The PCL5-mCherry reporter plasmids (PDp74–78) were made using standard Gibson cloning into pRS315 LEU2 CEN/ARS (a gift from the Rine lab). P(*Z*)-mScarlet and P(*TFC1*)-citrine reporter plasmids with individual guide RNAs were made through standard Gibson cloning of annealed oligos into a single isolate of the plasmid library.

### HPG assay

Yeast cells were inoculated in a custom turbidostat (McGeachy et al., 2019) and maintained in SCD -Met media at a density corresponding to OD_600_ of 0.6. After growth rate reached a steady state, indole-3-acetic acid (IAA) (Sigma-Aldrich #12886) was injected into the growth chamber and media reservoir to achieve a final concentration of 500 *μ*M. After indicated duration of eIF4E depletion, 5 mL of cells were collected for western blot analysis and HPG nascent peptide labeling.

For HPG nascent peptide labeling assay, cells were back-diluted to OD_600_ of 0.3 in SCD -Met with 500 *μ*M IAA and 50 *μ*M L-Homopropargylglycine (HPG) (Thermo Fisher Scientific #C10186). Nascent peptide labeling was conducted for 2 hours at 30°C. For cycloheximide control samples, 50 *μ*g/mL cycloheximide (Sigma-Aldrich #C4859) was added concurrently with HPG. Cells were harvested by centrifugation and fixed at room temperature while nutating in 4% paraformaldehyde (Electron Microscopy Sciences #15710). Cells were washed with PBS with 2mM EDTA and permeabilized at 45°C with 2% w/v sodium lauroyl sarcosine (Bioworld #41930024–3) in PBS for 15 minutes (Abraham and Bhat, 2008). Click-iT^™^ chemistry was performed per manufacturer’s recommendations (Thermo Fisher Scientific #C10428) to label HPG with Alexa Fluor^™^ 488 azide. Fluorescence was measured by flow cytometry analysis on a BD LSR Fortessa X20 with excitation by the 488 nm blue laser, captured on the FITC channel.

### Polysome profiling

Cells were grown to mid-log phase (typically 100 mL cultures at OD_600_ 0.6 – 1.0) in YPD, harvested by filtration with 0.45 *μ*M Whatman cellulose nitrate membrane filters (GE Life Sciences #7184–004). 100 *μ*g/mL cycloheximide was added to the culture immediately before filtration. Samples were lysed by cryogrinding with the MM400 Mixer mill (Retsch #20.745.0001) in polysome buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 100 *μ*g/mL cycloheximide), followed by centrifugation at 10,000 g for 10 min at 4°C. The supernatant was collected and stored at −80°C.

Sucrose gradients were prepared using a Gradient Master (BioComp Instruments, Fredericton, Canada). Normalized lysates (200 *μ*L) were loaded onto a 10–50% sucrose gradient prepared in polysome buffer. Gradients were centrifuged at 36,000 rpm for 4 hours at 4°C in a Beckman SW41Ti rotor. The gradient run through the Gradient Master, and the absorbance at 254 nm was monitored continuously using a BioRad EM-1 Econo UV Monitor.

### Western blotting

Cells were grown to mid-log phase (typically 5 mL cultures at OD_600_ 0.6 – 1.0) in YPD, harvested by centrifugation, and washed with 20% TCA (Cox et al., 1997). The pellet was flash frozen in liquid nitrogen and stored at −80°C until further use. For lysis and extraction, the pellet was thawed on ice and resuspended in 20% TCA (Sigma-Aldrich #T6399) and glass beads (Sigma-Aldrich #Z250465) The sample was then lysed by vortexing and centrifuged at 4°C, 20,000xg for 10 minutes. The pellet was washed with ice-cold 100% ethanol and centrifuged again. The final pellet was resuspended in Tris pH 8 buffer.

Equal amounts of lysate were denatured for 10 minutes at 80°C and loaded on a 4 to 12% polyacrylamide Bis-Tris gel (Thermo Scientific #NW04120BOX). The gel was run at 120V for approximately 80 minutes in MOPS buffer. Protein was then transferred to a nitrocellulose membrane (Thermo Scientific #88018) according to manufacturer’s guidelines. Membranes were blocked for 1 hour in TBST with 0.5% milk. Primary antibodies were incubated with the membrane overnight at 4°C while shaking and secondary antibodies were incubated for 1 hour at room temperature. Membranes were washed three times by shaking for 5 minutes in TBST following primary and secondary incubations. All blots were developed with Pierce ECL Western Blotting Substrate (Thermo Scientific #32209) and imaged by a FluorChem R imaging system (ProteinSimple). The antibodies and corresponding dilution factors used in this study include rabbit anti-Flag (CST #2368S) (1:1000), rabbit anti-V5 (CST #13202) (1:1000), rabbit anti-HA (CST #3724) (1:1000), mouse anti-GAPDH (Proteintech #60004–1-IG) (1:5000), rabbit anti-Phospho-eIF2α(Ser51) (CST #3398S) (1:1000), HRP-conjugated anti-rabbit IgG (CST #7074) (1:5000).

### Ribosome profiling and RNA-sequencing

Cells were treated with 500 *μ*M indole-3-acetic acid (IAA) (Sigma-Aldrich #12886) or DMSO for either 1 or 8 hours and grown to mid-log phase (typically 150 mL cultures at OD_600_ 0.6 – 1.0) in YPD. Yeast cells were harvested by filtration with 0.45 *μ*M Whatman cellulose nitrate membrane filters (GE Life Sciences #7184–004). Ribosome profiling was conducted as detailed in (McGlincy and Ingolia, 2017) for 1-hour eIF4E depletion samples and corresponding DMSO controls. Adjustments were made to (McGlincy and Ingolia, 2017) for the 8-hour eIF4E depletion samples and their corresponding DMSO control samples as follows. Reverse transcription was performed with primer PD1131. rRNA depletion was achieved via subtractive hybridization was performed using complementary oligos PD1043–1046 as described in (Ingolia et al., 2012). Circularization was performed with CircLigase I (Epicentre #CL4111K) instead of CircLigase II, following the manufacturer’s protocol recommendations.

Total RNA for RNA-sequencing was isolated from cell lysates using acid phenol extraction (Ares, 2012). For 1-hour eIF4E depletion samples and corresponding DMSO controls, poly(A) enrichment was performed using Dynabeads^™^ oligo(dT)_25_ (Thermo Scientific #61002) according to the manufacturer instructions. For 8-hour eIF4E depletion samples and corresponding DMSO controls, rRNA depletion was performed using QIAseq FastSelect -rRNA yeast kit (Qiagen #334215) according to the manufacturer instructions. All libraries were generated with NEBNext Ultra II Directional RNA library prep kit (NEB #E7760).

Reads from ribosome profiling were processed as detailed in (McGlincy and Ingolia, 2017). Ribosome profiling and RNA-seq reads were aligned using STAR (Dobin et al., 2013) to the S288C reference genome R64.1. Differential expression analysis was performed with DESeq2 (Love et al., 2014).

### Plasmid library generation and transformation

The divergent *P(Z)-*mScarlet and *P(TFC1)-*citrine plasmid libraries were generated as detailed in (Muller et al., 2022, 2020) with the following modifications. The divergent promoter inserts for Gibson assembly (NEB #E2621L) were generated by digesting PDp82 with SalI and AvrII. These libraries were transformed into ElectroMax DH10B cells (Thermo Scientific, #18290015) by electroporation according to manufacturer’s protocol. Serial dilutions of transformations were plated to ensure sufficient library diversity (>50x coverage of 240,000 unique barcodes).

Plasmid libraries were transformed into yeast using standard lithium acetate transformation (Gietz and Schiestl, 2007). Serial dilutions of transformations were plated to ensure sufficient library diversity (>5x coverage of 240,000 unique barcodes).

### CiBER-seq

Yeast populations transformed with plasmid libraries were inoculated in a custom turbidostat (McGeachy et al., 2019) and maintained in SCD -URA media with 10 nM beta-estradiol at a density corresponding to OD_600_ of 0.6. After a period of six doublings (9 hours), a sample of 50 mL was taken prior to the induction of gRNAs. The induction was carried out by adding anyhydrotetracycline (Abcam Biochemicals #ab145350) to both the growth chamber and the turbidostat media reservoir, in order to achieve a final concentration of 250 ng/ml. Following another six doublings, which took another 9 hours, a post-induction sample of 50 mL was collected.

RNA extractions and barcode library preparations were performed as previously described (Muller et al., 2022, 2020). The cDNA products were amplified with PD780 and RM810 for P(*Z*)-mScarlet libraries, and RM810 and RM511 for P(*TFC1*)-citrine libraries. Sequencing data was first subjected to processing using Cutadapt (Martin, 2011) to trim adapter sequences and deconvolve multiplexed libraries based on embedded nucleotide indices. Trimmed barcodes were then counted as described in (Muller et al., 2020). Barcodes with fewer than 32 counts in at least one of the replicates of the pre-induction samples were excluded from the analysis. The remaining barcodes were evaluated by differential activity analysis using mpralm (Ashuach et al., 2019).

### RT-qPCR

For ZEM RT-qPCR assays, cells were back-diluted from saturation and grown for 9 hours in SCD -URA with 10 nM beta-estradiol and 250 ng/ml anyhydrotetracycline (Abcam Biochemicals #ab145350) when applicable. For eIF4E depletion RT-qPCR assays, cells were back-diluted from saturation and grown for 4 hours in YPD with 500 *μ*M IAA (Sigma-Aldrich #12886) or DMSO. All cells were harvested by centrifugation from mid-log phase. RNA was extract using either acid phenol extraction (Ares, 2012) or Direct-zol RNA miniprep kit (Zymo Research #R2053). Samples extracted with Direct-zol RNA miniprep kit were disrupted by vortexing with glass beads (Sigma-Aldrich #Z250465) for 5 minutes in TRI reagent. RNA samples were treated with DNase I (Thermo Scientific #EN0521) for 1 hour at 37°C, followed by RNA clean up with RNA Clean & Concentrator kit (Zymo Research R1015).

Complementary DNA was synthesized using the SuperScript II reverse transcriptase (Invitrogen #18064014) and random primers according to the manufacturer’s protocol. Quantitative PCR was conducted using the DyNAmo HS SYBR Green kit (Thermo Scientific #F410L) and the primers specified in Table S1. The procedure was carried out on an Mx3000P machine (Stratagene, La Jolla, CA), and standard curves were created using a tenfold dilution sequence of one of the samples that had been prepared.

### β-estradiol titrations

Cells were back-diluted from saturation and grown in SCD -URA with various β-estradiol (Sigma-Aldrich #E8875) concentrations for 8 hours to mid-log phase. Cells were fixed in 4% PFA for 15 minutes, washed and resuspended in PBS + 2 mM EDTA. Fluorescence was measured a BD LSR Fortessa X20 with excitation by the 561 yellow-green laser and captured on the PE-TexasRed channel.

### Growth assays

Cells were grown to mid-log phase (typically 5 mL cultures at OD_600_ 0.6 – 1.0 in YPD unless otherwise indicated), and back-diluted to OD_600_ 0.025 in triplicate. Absorbance measurements at 595nm were measured every 15 min using a 96-well plate reader (Tecan SPARK Multimode Microplate Reader). Growth rates were fit using the R package ‘growthcurver’ (Sprouffske and Wagner, 2016).

## Supplementary Material

1

## Figures and Tables

**Figure 1:**
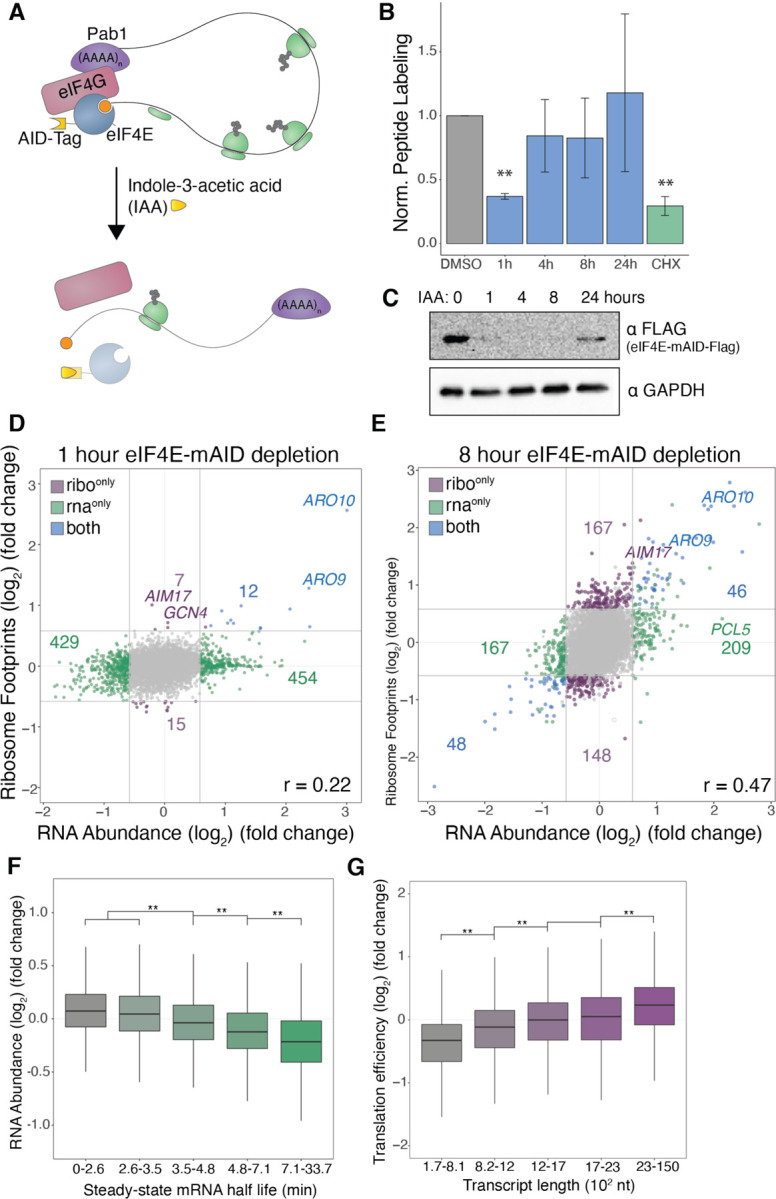
Transcript-level sensitivities to eIF4E depletion. **(A)** Schematic of auxin-inducible degron (AID) tagging and conditional depletion of eIF4E. **(B)** Bulk translation measured by nascent peptide metabolic labeling in eIF4E depleted cells. Indole-3-acetic acid (IAA) or cycloheximide (CHX) was added for indicated durations and maintained during a 2-hour labeling period with L-Homopropargylglycine (HPG). Median intensities of the Alexa Fluor^™^ 488 (HPG) signal normalized to that of DMSO treated cells. (**) represents p < 0.05 calculated by Student’s t test. Error bars represent standard error of the mean, n=2. **(C)** Western blot for eIF4E-mAID-Flag expression levels over the course of IAA depletion. **(D)** Differential expression after 1 hour of eIF4E depletion measured by RNA-seq and ribosome profiling. IAA-treated cells are compared with DMSO-treated controls. Color represents significant (adjusted p-value < 0.05) and substantial (absolute fold-change (log_2_) > 0.58) changes. Correlation coefficient (Pearson’s) calculated between log_2_ fold changes of RPF and RNA abundance. **(E)** Same as (D) except 8-hour IAA treatment. **(F)** Box plots of RNA abundance fold change (log_2_) for transcripts grouped based on steady-state mRNA half-life^45^. (**) indicates p < 0.05; one-way ANOVA test followed by Tukey’s HSD test. **(G)** Box plots of translation efficiency fold change (log_2_) for transcripts grouped based on length. (**) indicates p < 0.05; one-way ANOVA test followed by Tukey’s HSD test.

**Figure 2:**
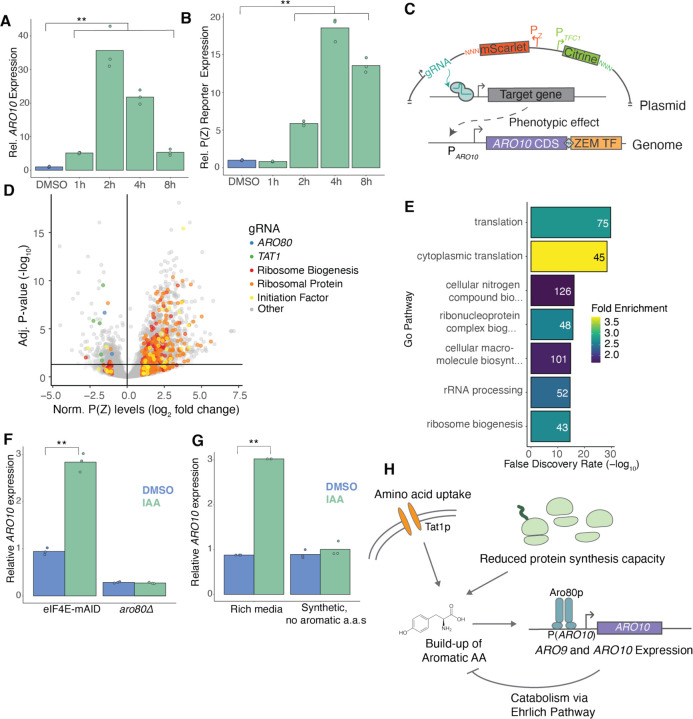
CiBER-seq profile *ARO10* expression regulation. **(A)** RT-qPCR of *ARO10* expression over the course of eIF4E-AID depletion. (**) represents p < 0.05 calculated by Student’s t test. **(B)** RT-qPCR of P(Z) reporter expression over the course of eIF4E-AID depletion. (**) represents p < 0.05 calculated by Student’s t test. **(C)** Schematic of CiBER-seq screen design. **(D)** Genome-wide CiBER-seq results showing fold-change (log_2_) in P(Z) reporter abundance, relative to P(*TFC1*) reporter levels, for each gRNA. Line indicates significance cutoff (adjusted p-value < 0.05). Color represents gene category or identity. **(E)** GO analysis for genes targeted by gRNAs that up-regulated P(Z) expression. gRNAs were filtered for fold-change (log_2_) > 1 and adjusted p-value < 0.05. The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. **(F)** RT-qPCR of *ARO10* expression following 1-hour of eIF4E-AID depletion in *ARO80* and *aro80Δ* cells. (**) represents p < 0.05 calculated by Student’s t test. **(G)** RT-qPCR of ARO10 expression following 1-hour of eIF4E-AID depletion in rich media and synthetic medium without aromatic amino acids. (**) represents p < 0.05 calculated by Student’s t test. **(H)** A model for *ARO10* upregulation and subsequent feedback in response to translational stress and aromatic amino acid availability in the medium.

**Figure 3:**
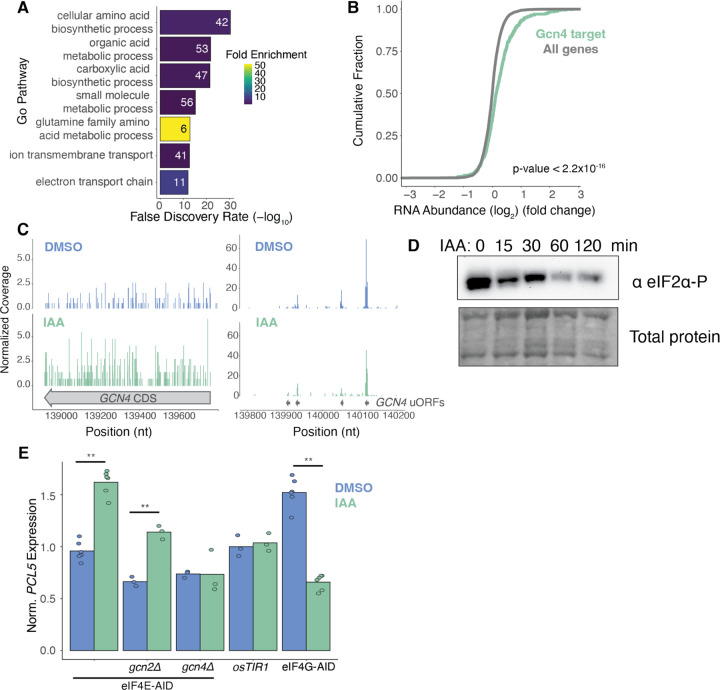
*GCN4* activation in response to eIF4E depletion. **(A)** GO analysis for genes which were significantly (adj. p-value < 0.05) up-regulated following eIF4E-depletion (8-hour treatment) in RNA-seq analysis. The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. **(B)** Empirical cumulative distribution function showing relationship between change in mRNA expression following eIF4E depletion for genes categorized as Gcn4 transcriptional targets. P-value was calculated using the Mann-Whitney U test. **(C)** Ribosome footprints (adjusted to A-site) over the GCN4 locus for 8-hour IAA and DMSO control cells. Read counts were scaled based on library size. **(D)** Western blot for eIF2α phosphorylation levels over the course of IAA depletion. **(E)** RT-qPCR of *PCL5* expression following 1-hour of IAA treatment. (**) represents p < 0.05 calculated by Student’s t test.

**Figure 4:**
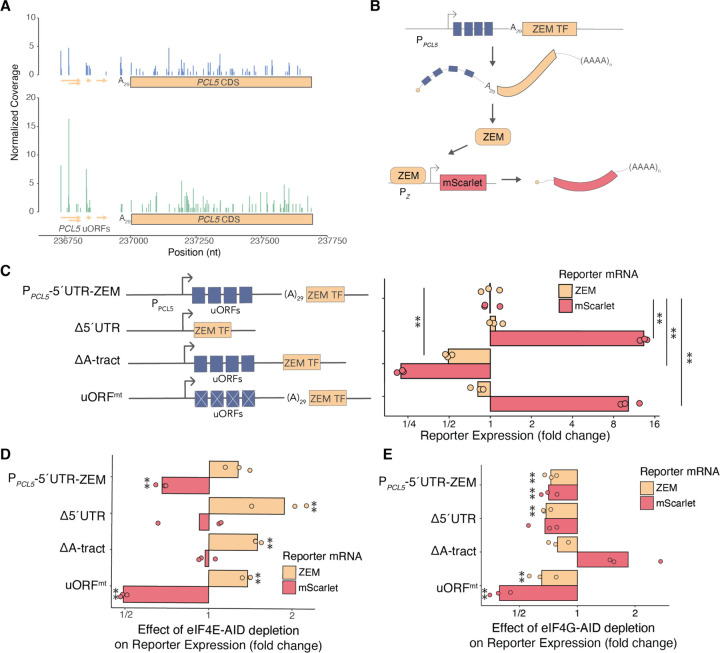
Translation regulation of *PCL5*. **(A)** Ribosome footprints (adjusted to A-site) over the *PCL5* locus for 8-hour IAA and DMSO control cells. Footprint counts were scaled based on library size and not adjusted for PCL5 abundance. **(B)** Schematic of *PCL5*-ZEM reporter assay. **(C)** RT-qPCR of ZEM transcript and mScarlet reporter expression of *PCL5* 5′UTR mutants normalized to 5′UTR^WT^ reporter. (**) represents p < 0.05 calculated by Student’s t test. **(D)** RT-qPCR of ZEM transcript and mScarlet reporter expression of *PCL5* 5′UTR mutants following eIF4E-AID depletion. Individual reporters were normalized to un-depleted control. (**) represents p < 0.05 calculated by Student’s t test. **(E)** Same as (D) except in eIF4G-AID depletion.

**Figure 5:**
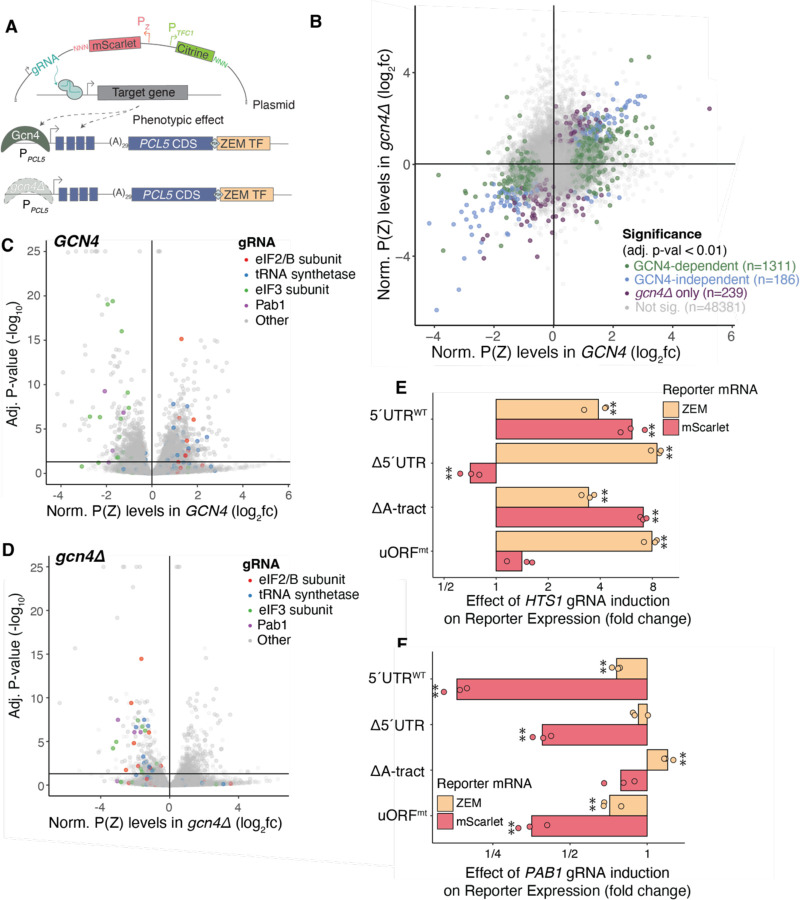
CiBER-seq genetic screen for regulators of *PCL5* expression. **(A)** Schematic of CiBER-seq screen design. **(B)** Genome-wide CiBER-seq screen results showing fold-change (log_2_) in P(Z) reporter abundance, relative to P(*TFC1*) reporter levels for each gRNA in *GCN4* and *gcn4Δ* backgrounds. Color indicates significance cutoff (adjusted p-value < 0.05). **(C)** Genome-wide CiBER-seq screen results showing fold-change (log_2_) in P(Z) reporter abundance, relative to P(*TFC1*) reporter levels for each gRNA in *GCN4* background. Line indicates significance cutoff (adjusted pvalue < 0.05). Color represents gene category or identity. **(D)** Same as (C) in *gcn4Δ*. **(E)** RT-qPCR of ZEM transcript and mScarlet reporter expression of *PCL5* 5′UTR mutants following HTS1 gRNA induction. Individual reporters were normalized to uninduced control. (**) represents p < 0.05 calculated by Student’s t test. **(F)** Same as (E) except following *PAB1* gRNA induction.

**Figure 6:**
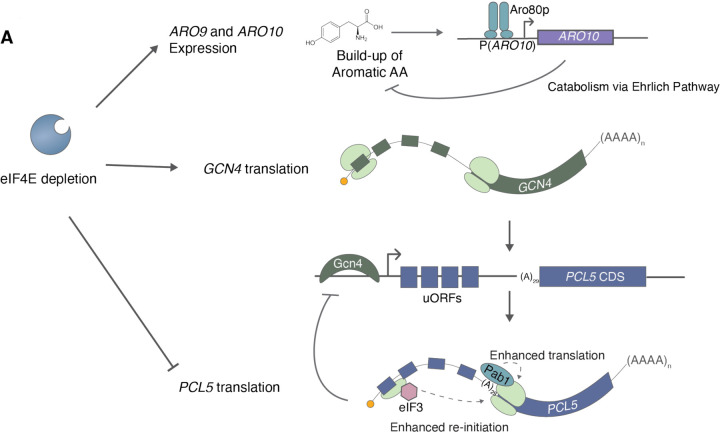
Model of the role of eIF4E in maintenance of amino acid homeostasis. **(A)** Model emphasizing the effects of eIF4E depletion on dysregulation of amino acid metabolism gene expression and mechanisms of *PCL5* translational regulation.

## Data Availability

All sequencing files are available on NCBI GEO database (accession number GSE231759).

# Supplementary material for: Dysregulation of amino acid metabolism upon rapid depletion of cap-binding protein eIF4E
**Source:** bioRxiv. 2023 May 12:2023.05.11.540079. Preprint. [Version 1] doi: 10.1101/2023.05.11.540079
**Supplement:** 1

Figure S1

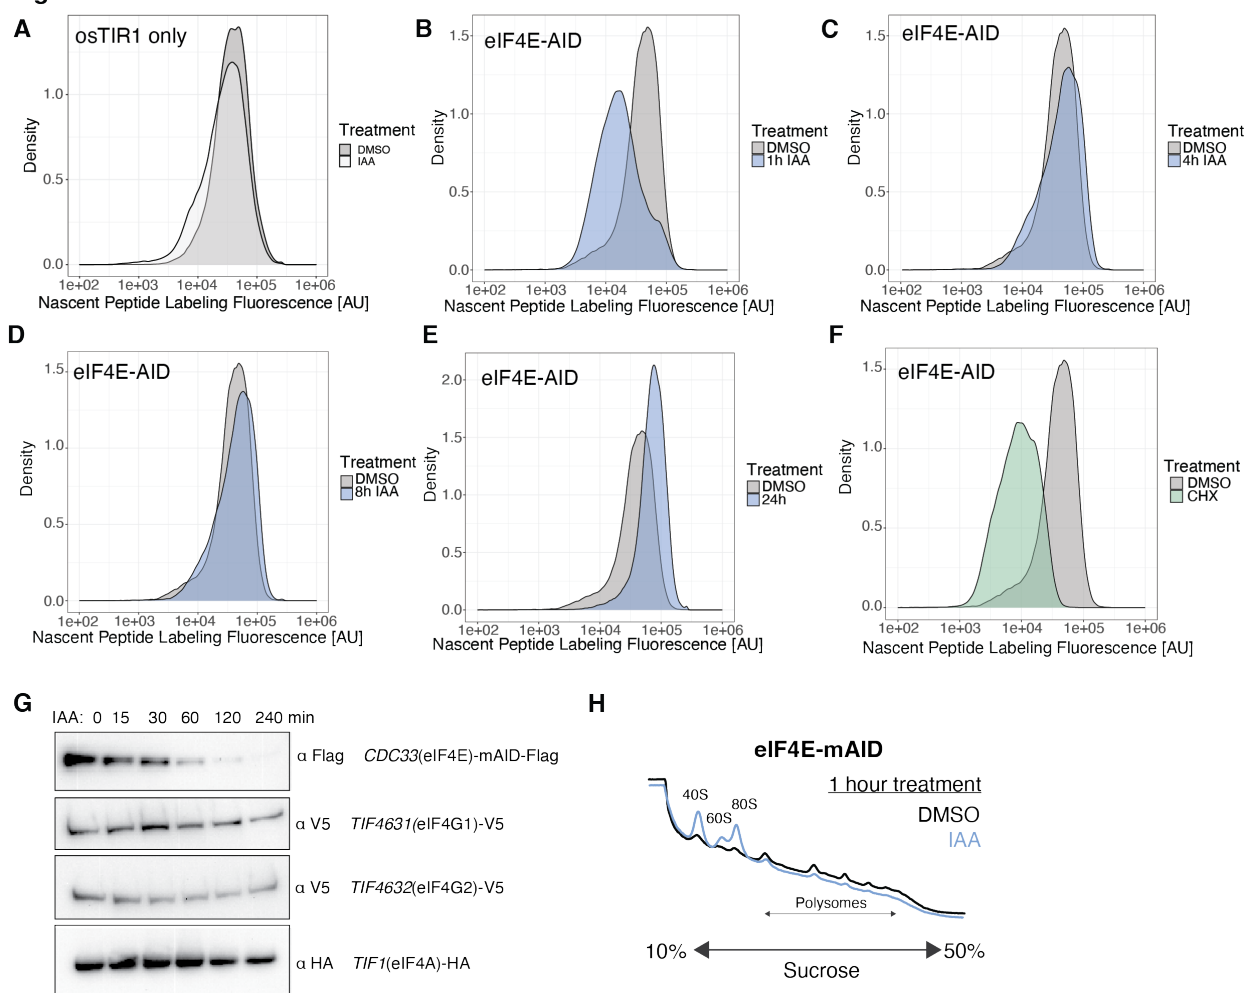

Figure S1: Impact of eIF4E depletion on bulk protein synthesis. (A) Bulk translation measured by nascent peptide metabolic labeling in *osTIR1* only expressing cells. Indole-3-acetic acid (IAA) or DMSO was added for 1 hour and maintained during a 2-hour labeling period with L-Homopropargylglycine (HPG). Fluorescence intensity of Alexa Fluor™ 488 (HPG) signal was measured with flow cytometry. **(B)** Same as in (A) for eIF4E-AID cells. **(C)** Same as in (B) except IAA was added for 4 hours before labeling period. **(D)** Same as in (B) except IAA was added for 8 hours before labeling period. **(E)** Same as in (B) except IAA was added for 24 hours before labeling period. **(F)** Same as in (A) except cycloheximide (CHX) was added concurrently with HPG. **(G)** Western blot analysis for translation initiation expression levels over the course of eIF4E-AID-flag depletion. **(H)** Polysome profiles eIF4E-AID cells treated with IAA or DMSO for 1 hour.

Figure S2

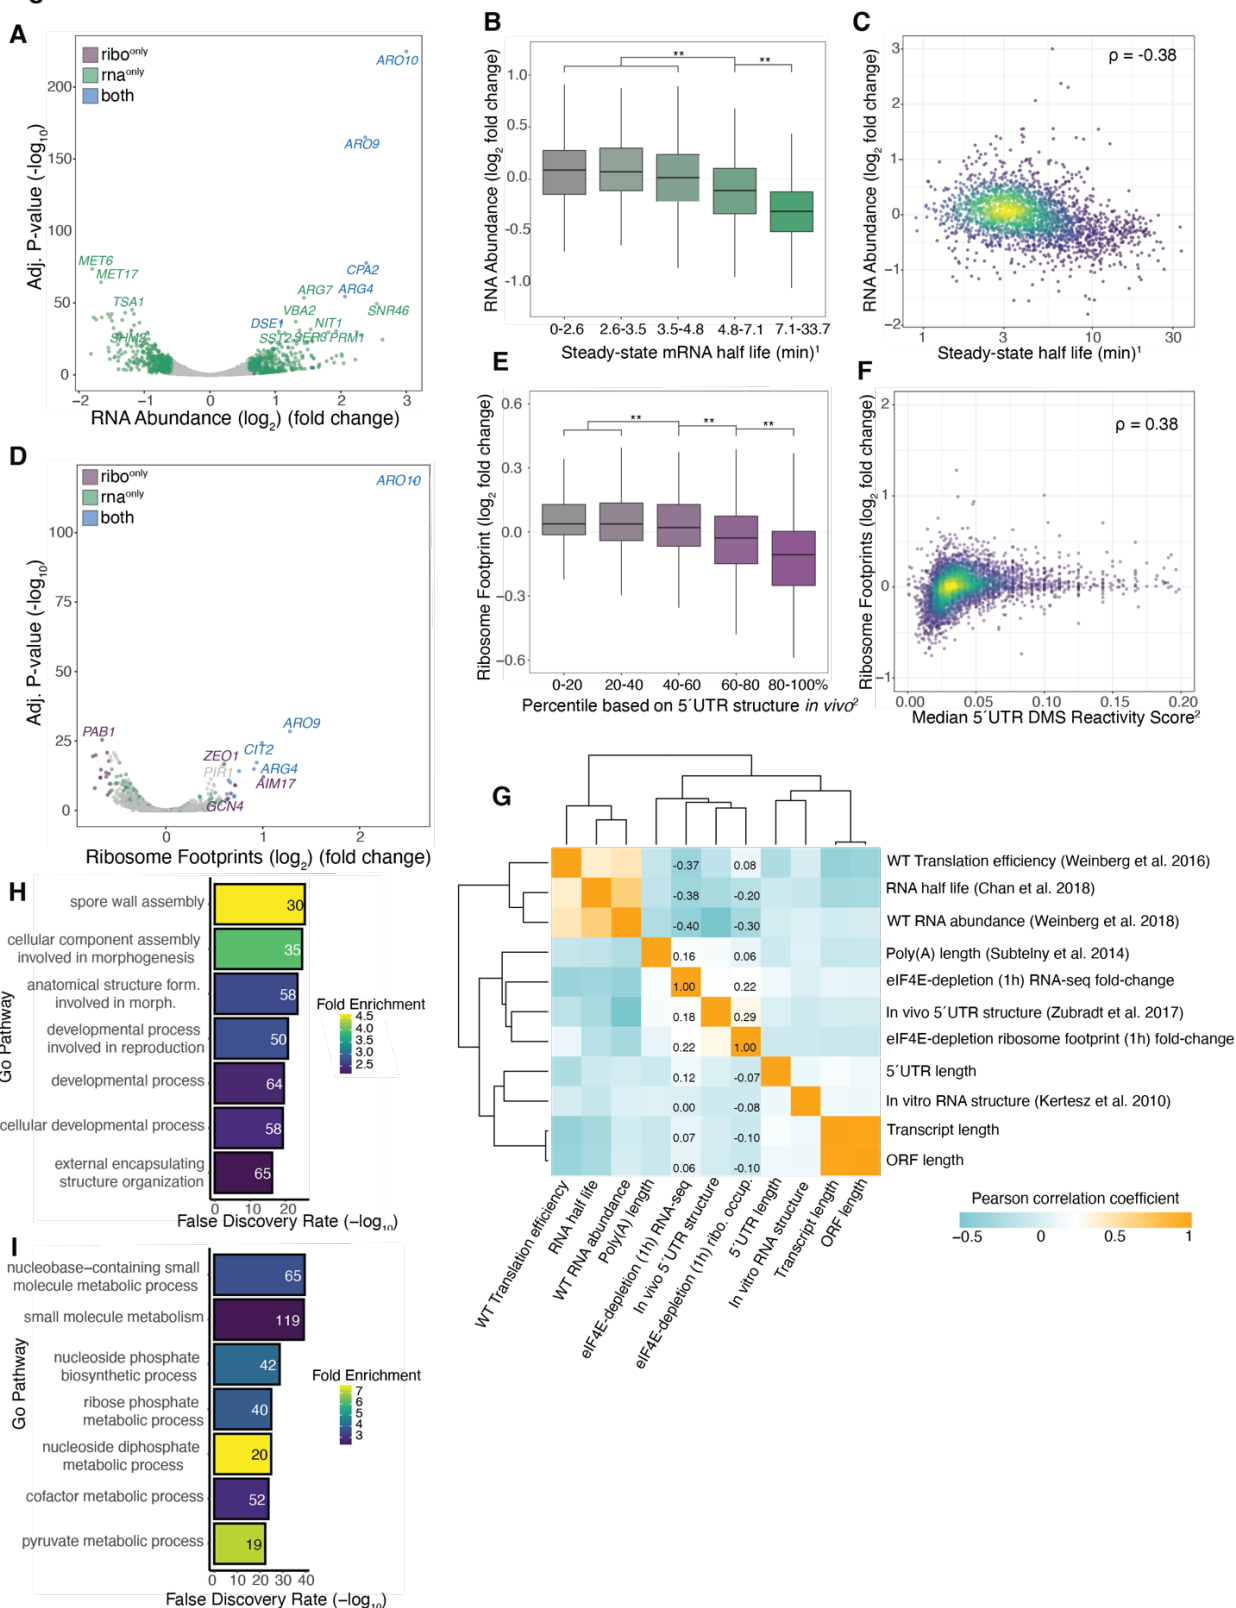

Figure S2: Transcript-level sensitivities after 1 hour of eIF4E depletion. (A) Differential expression after 1 hour of eIF4E depletion measured by RNA-seq. IAA-treated cells are compared with DMSO-treated controls. Color represents significant (adjusted p-value < 0.05) and substantial (absolute fold-change ($\log_2$) > 0.58) changes for RNA-seq and ribosome profiling measurements. (B) Box plots of RNA abundance fold change ($\log_2$) after 1 hour of eIF4E depletion for transcripts grouped based on steady-state mRNA half-life (Chan et al., 2018). (**) indicates $p < 0.05$; one-way ANOVA test followed by Tukey's HSD test. (C) Scatterplot of steady-state mRNA half life (Chan et al., 2018) and fold change ($\log_2$) after 1 hour of eIF4E depletion measured by RNA-seq. Color represents point density. Correlation coefficient (Spearman's) calculated between $\log_2$ fold changes of RNA abundance and half-life (min). (D) Same as (A) except changes in ribosome occupancy measured by ribosome profiling. (E) Box plots of ribosome occupancy fold change ($\log_2$) after 1 hour of eIF4E depletion for transcripts grouped based on *in vivo* 5'UTR structure (median DMS reactivity) from DMS-MaPseq data (Zubrad et al., 2017). (**) indicates $p < 0.05$; one-way ANOVA test followed by Tukey's HSD test. (F) Scatterplot of DMS reactivity scores over the 5'UTR of transcripts based on DMS-MaPseq data (Zubrad et al., 2017) and fold change ($\log_2$) after 1 hour of eIF4E depletion measured by ribosome profiling. Color represents point density. Correlation coefficient (Spearman's) calculated between $\log_2$ fold changes of RPFs and DMS reactivity score. (G) Spearman's correlation coefficients of pairwise comparisons across mRNA parameters including translation efficiency (Weinberg et al., 2016), stability (Chan et al., 2018), expression, poly(A) length (Subtelny et al., 2014), 5'UTR structure (Kertesz et al., 2010; Zubrad et al., 2017), and transcript length. Datasets were hierarchically clustered based on Euclidian distances. Color represents magnitude of correlation coefficient. (H) GO analysis for genes which were significantly (adj. p-value < 0.05) up-regulated following eIF4E-depletion (1-hour treatment) in RNA-seq analysis. The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. (I) Same as in (H) for down-regulated genes.

Figure S3

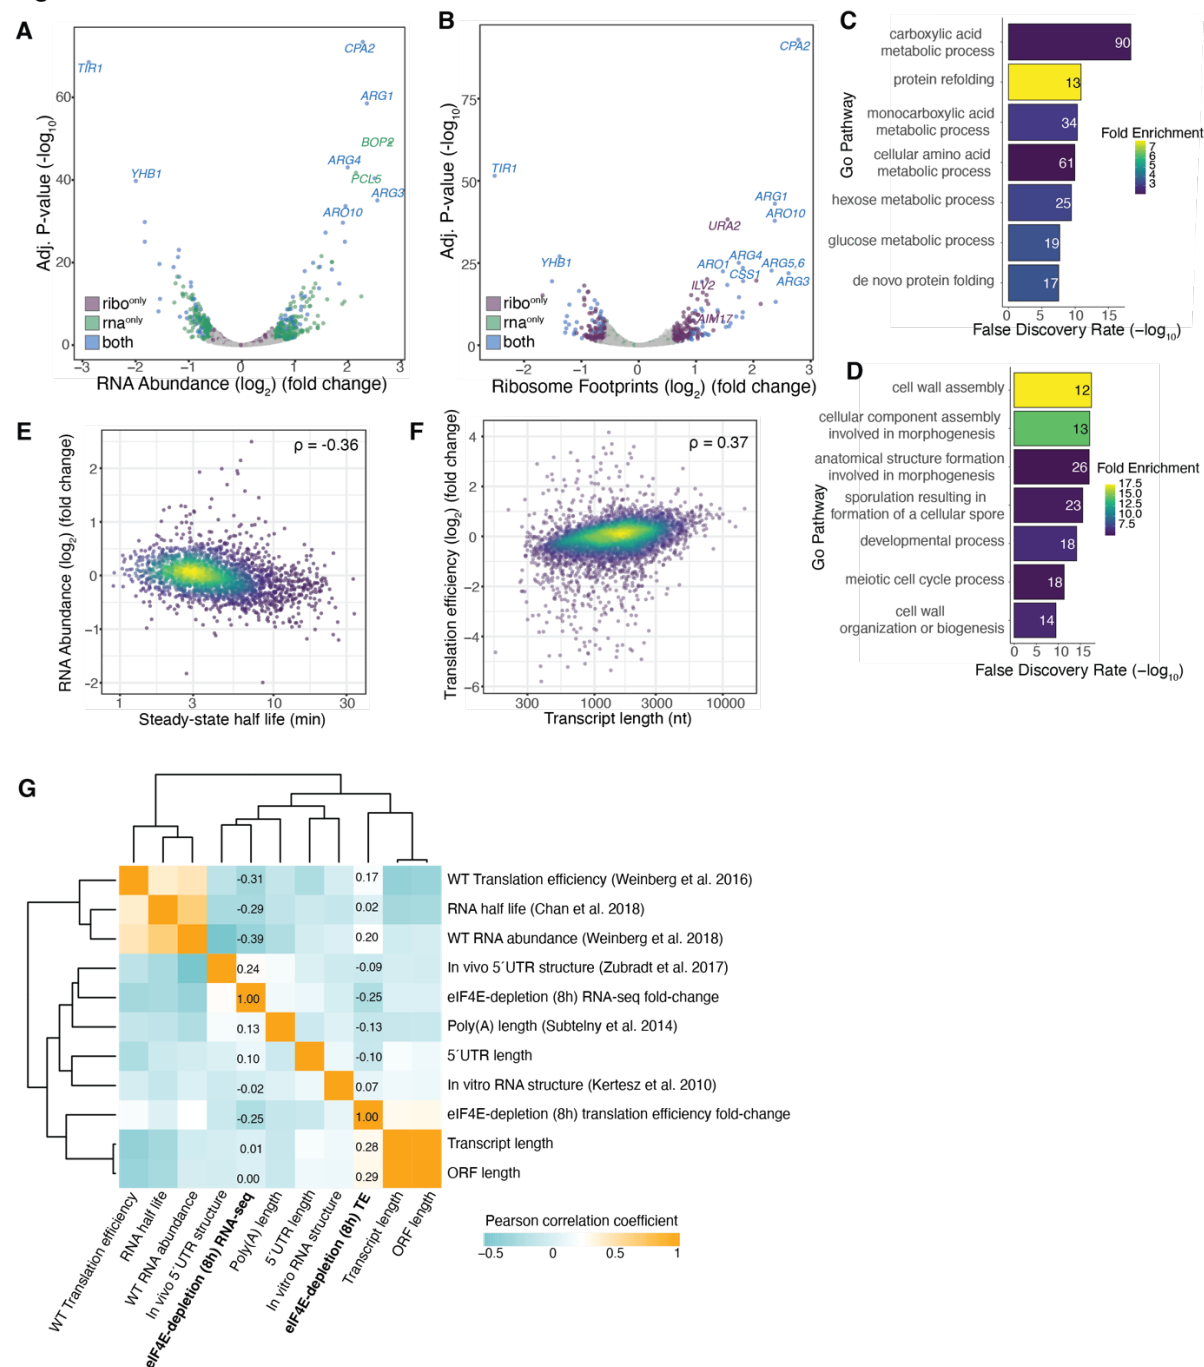

Figure S3: Transcript-level sensitivities after 8 hour of eIF4E depletion. (A) Differential expression after 8 hour of eIF4E depletion measured by RNA-seq. IAA-treated cells are compared with DMSO-treated controls. Color represents significant (adjusted p-value < 0.05) and substantial (absolute fold-change (log₂) > 0.58) changes for RNA-seq and ribosome profiling measurements.

Figure S3: *continued from the previous page.* **(B)** Same as (A) except changes in ribosome occupancy measured by ribosome profiling. **(C)** GO analysis for genes which were significantly (adj. p-value < 0.05) up-regulated translation efficiency following eIF4E-depletion (1-hour treatment). The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. **(D)** Same as in (C) for genes downregulated in translation efficiency. **(E)** Scatterplot of steady-state mRNA half-life (Chan et al., 2018) and fold change ($\log_2$) after 8 hour of eIF4E depletion measured by RNA-seq. Color represents point density. Correlation coefficient (Spearman's) calculated between $\log_2$ fold changes of RNA abundance and half-life (min). **(F)** Scatterplot of transcript length and fold change ($\log_2$) in translation efficiency (TE) after 8 hours of eIF4E depletion. Color represents point density. Correlation coefficient (Spearman's) calculated between $\log_2$ fold changes of TE and transcript length. **(G)** Spearman's correlation coefficients of pairwise comparisons across mRNA parameters including translation efficiency (Weinberg et al., 2016), stability (Chan et al., 2018), expression, poly(A) length (Subtelny et al., 2014), 5'UTR structure (Kertesz et al., 2010; Zubradt et al., 2017), and transcript length. Datasets were hierarchically clustered based on Euclidian distances. Color represents magnitude of correlation coefficient.

Figure S4

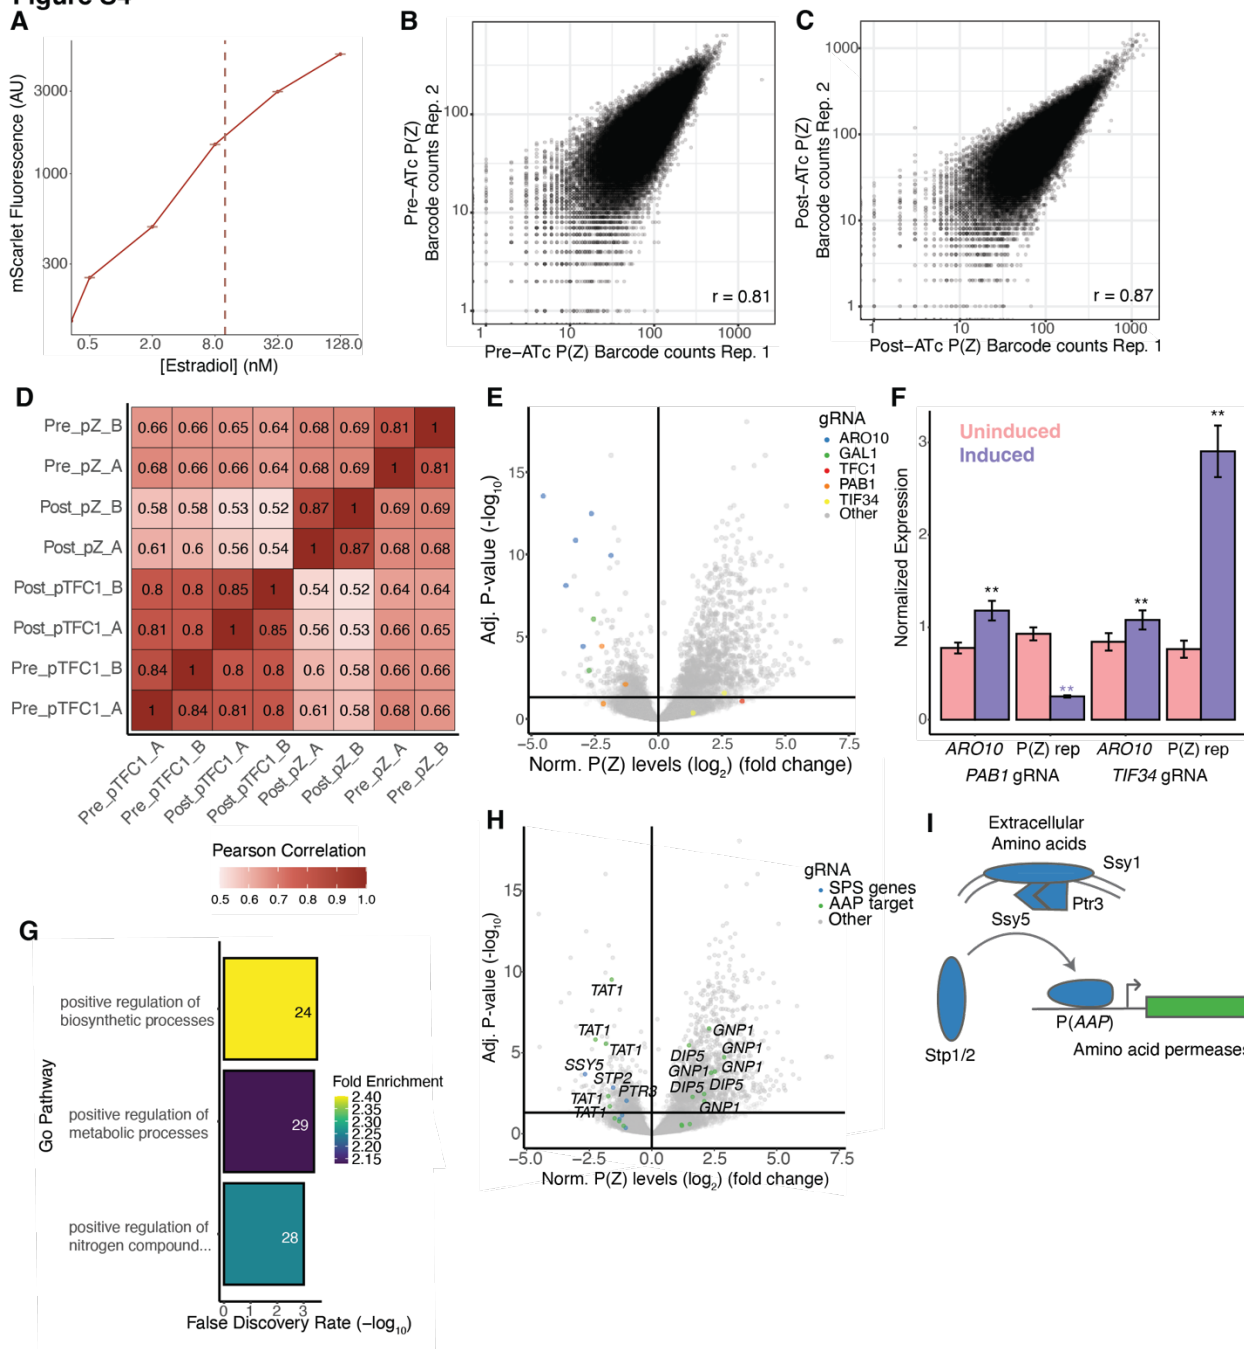

Figure S4: CiBER-seq profile *ARO10* expression regulation. **(A)** Titration across a range of β -estradiol concentrations in *ARO10-P2A-ZEM* cells to determine a concentration in the linear range where mScarlet fluorescence. Median fluorescence values and standard error are plotted. Line indicates the concentration chosen for CiBER-seq screen. **(B)** Comparison of replicate P(Z) barcode codes from pre-gRNA induction samples and corresponding correlation coefficient (Pearson's). These were chosen as a representative example of replicate samples. **(C)** Same as in (B) for post-gRNA induction samples. **(D)** Pearson's correlation coefficients of pairwise comparisons across all RNA-sequencing samples. Color represents magnitude of correlation coefficient. **(E)** CiBER-seq results showing fold-change ($\log_2$) in P(Z) reporter abundance, relative to P(*TFC1*) reporter levels, for each gRNA. Line indicates significance cutoff (adjusted p-value < 0.05). Color represents gene identity. **(F)** RT-qPCR of *ARO10* and mScarlet reporter expression following *PAB1* or *TIF34* gRNA induction. (**) represents $p < 0.05$ calculated by Student's t test. **(G)** GO analysis for genes targeted by gRNAs that down-regulated P(Z) expression. gRNAs were filtered for fold-change ($\log_2$) > 1 and adjusted p-value < 0.05. The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. **(H)** Same as in (E) except highlight components of the SPS amino acid sensing pathway and target amino acid permease genes. **(I)** Schematic of the SPS amino acid sensing pathway.

Figure S5

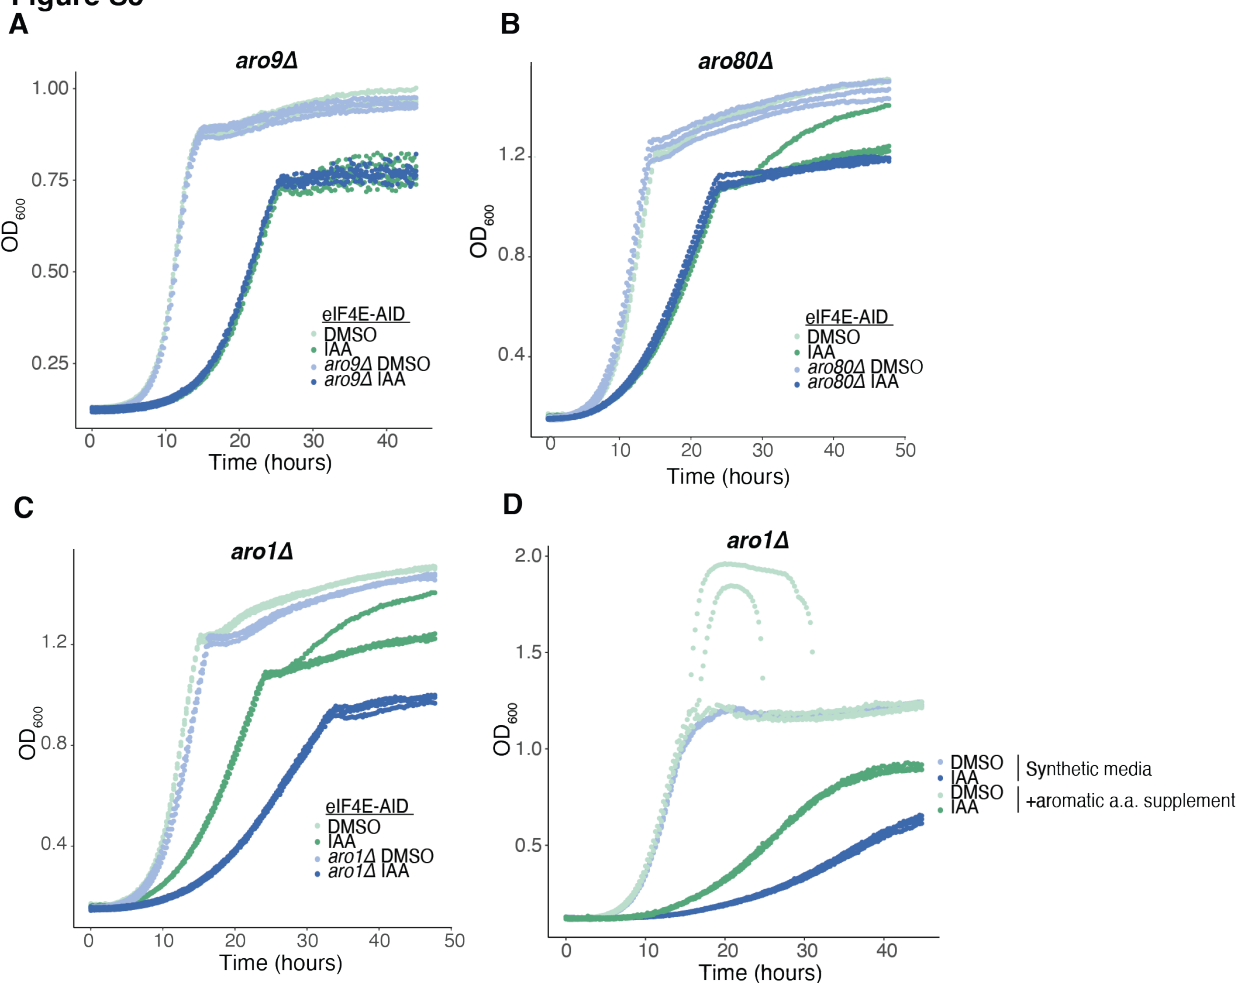

Figure S5: Futile cycles of aromatic amino acid metabolism. (A) Growth curves of eIF4E-AID and eIF4E-AID *aro9Δ* cells maintain in IAA or DMSO. **(B)** Same as in (A) except for *aro80Δ* cells. **(C)** Same as in (A) except for *aro1Δ* cells. **(D)** Growth curves of eIF4E-AID *aro1Δ* cells maintain in IAA or DMSO in synthetic complete media with and without aromatic amino acid supplementation.

Figure S6

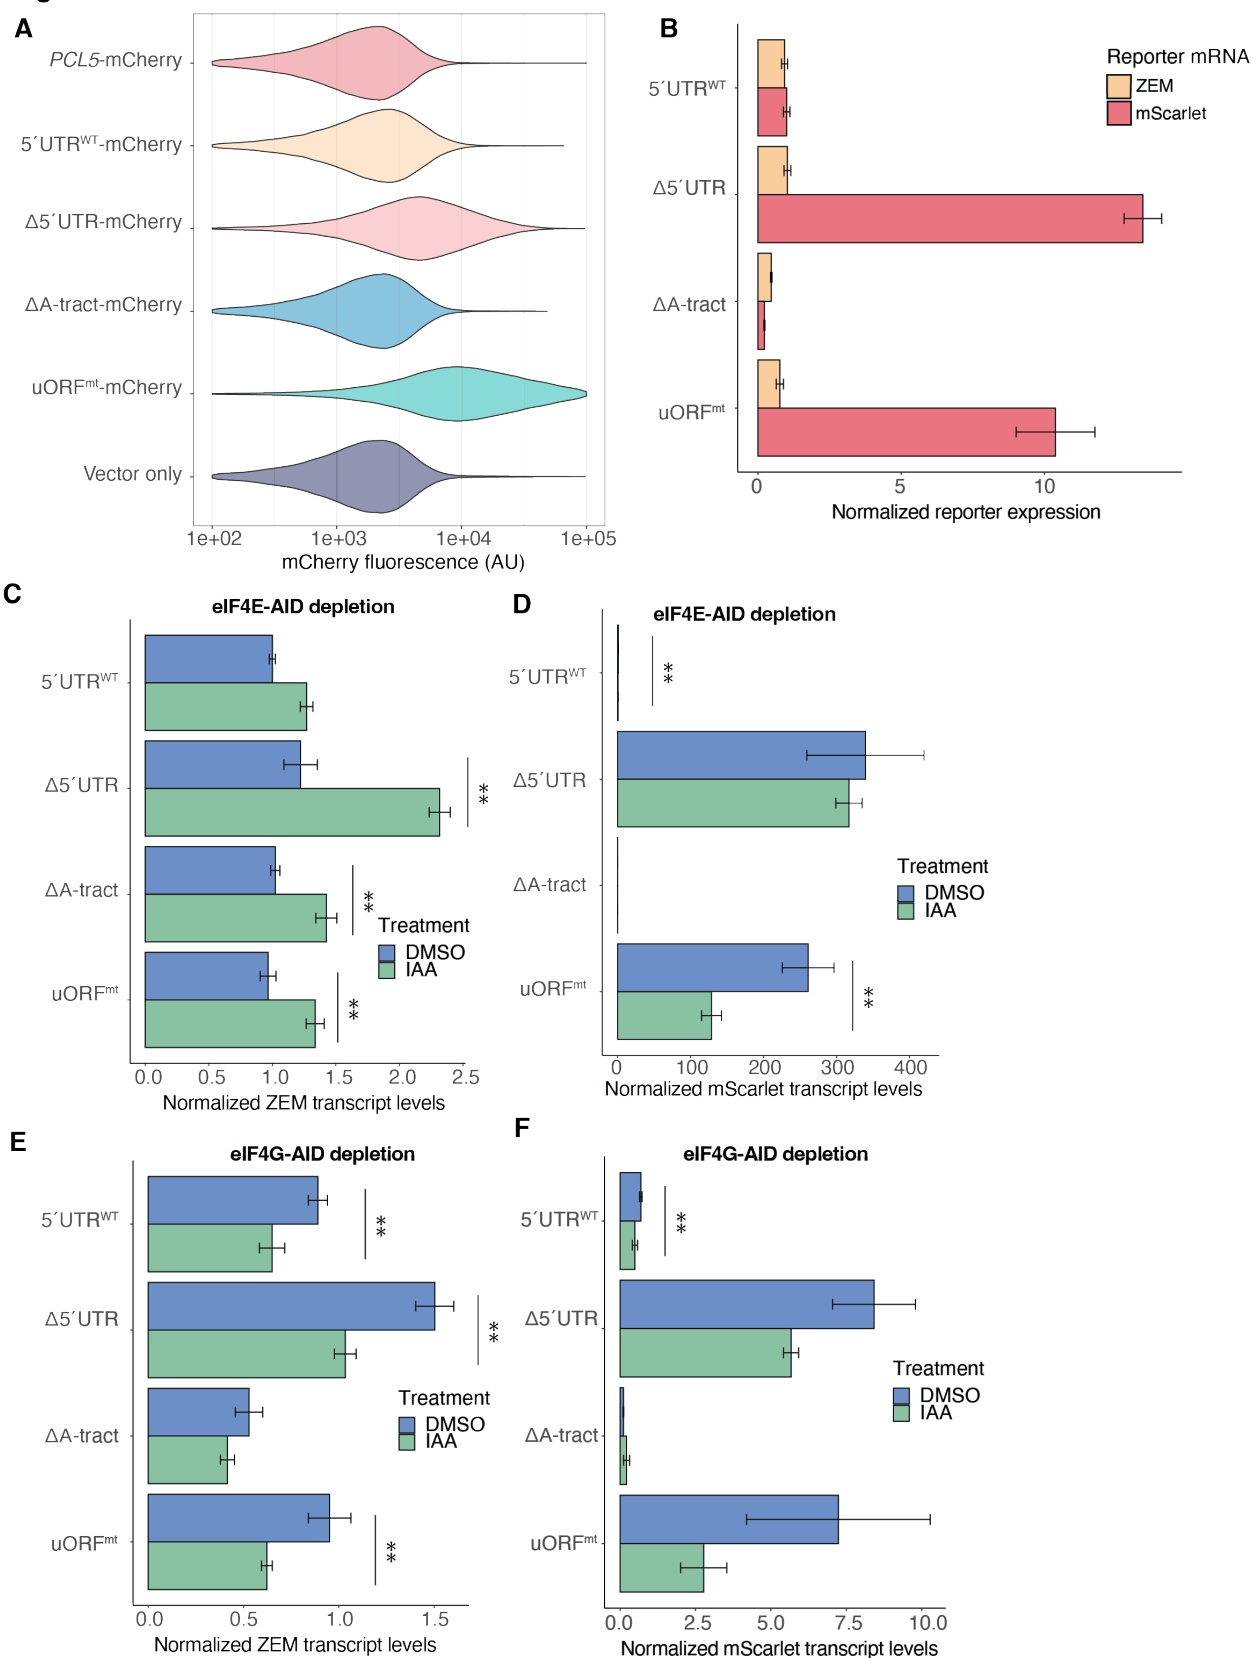

Figure S6: Translation regulation of *PCL5*. **(A)** Distribution of fluorescence of *PCL5*-mCherry reporters and vector only control. **(B)** RT-qPCR of ZEM transcript and mScarlet reporter expression of *PCL5* 5'UTR. Error bars represent standard deviation, n=3. **(C)** RT-qPCR of ZEM transcript expression of *PCL5* 5'UTR mutants following eIF4E-AID depletion. (**) represents $p < 0.05$ calculated by Student's t test. Error bars represent standard deviation, n=3. **(D)** Same as in (C) except mScarlet reporter transcript. **(E)** Same as in (C) except in eIF4G-AID depletion. **(F)** Same as in (E) except mScarlet reporter transcript.

Figure S7

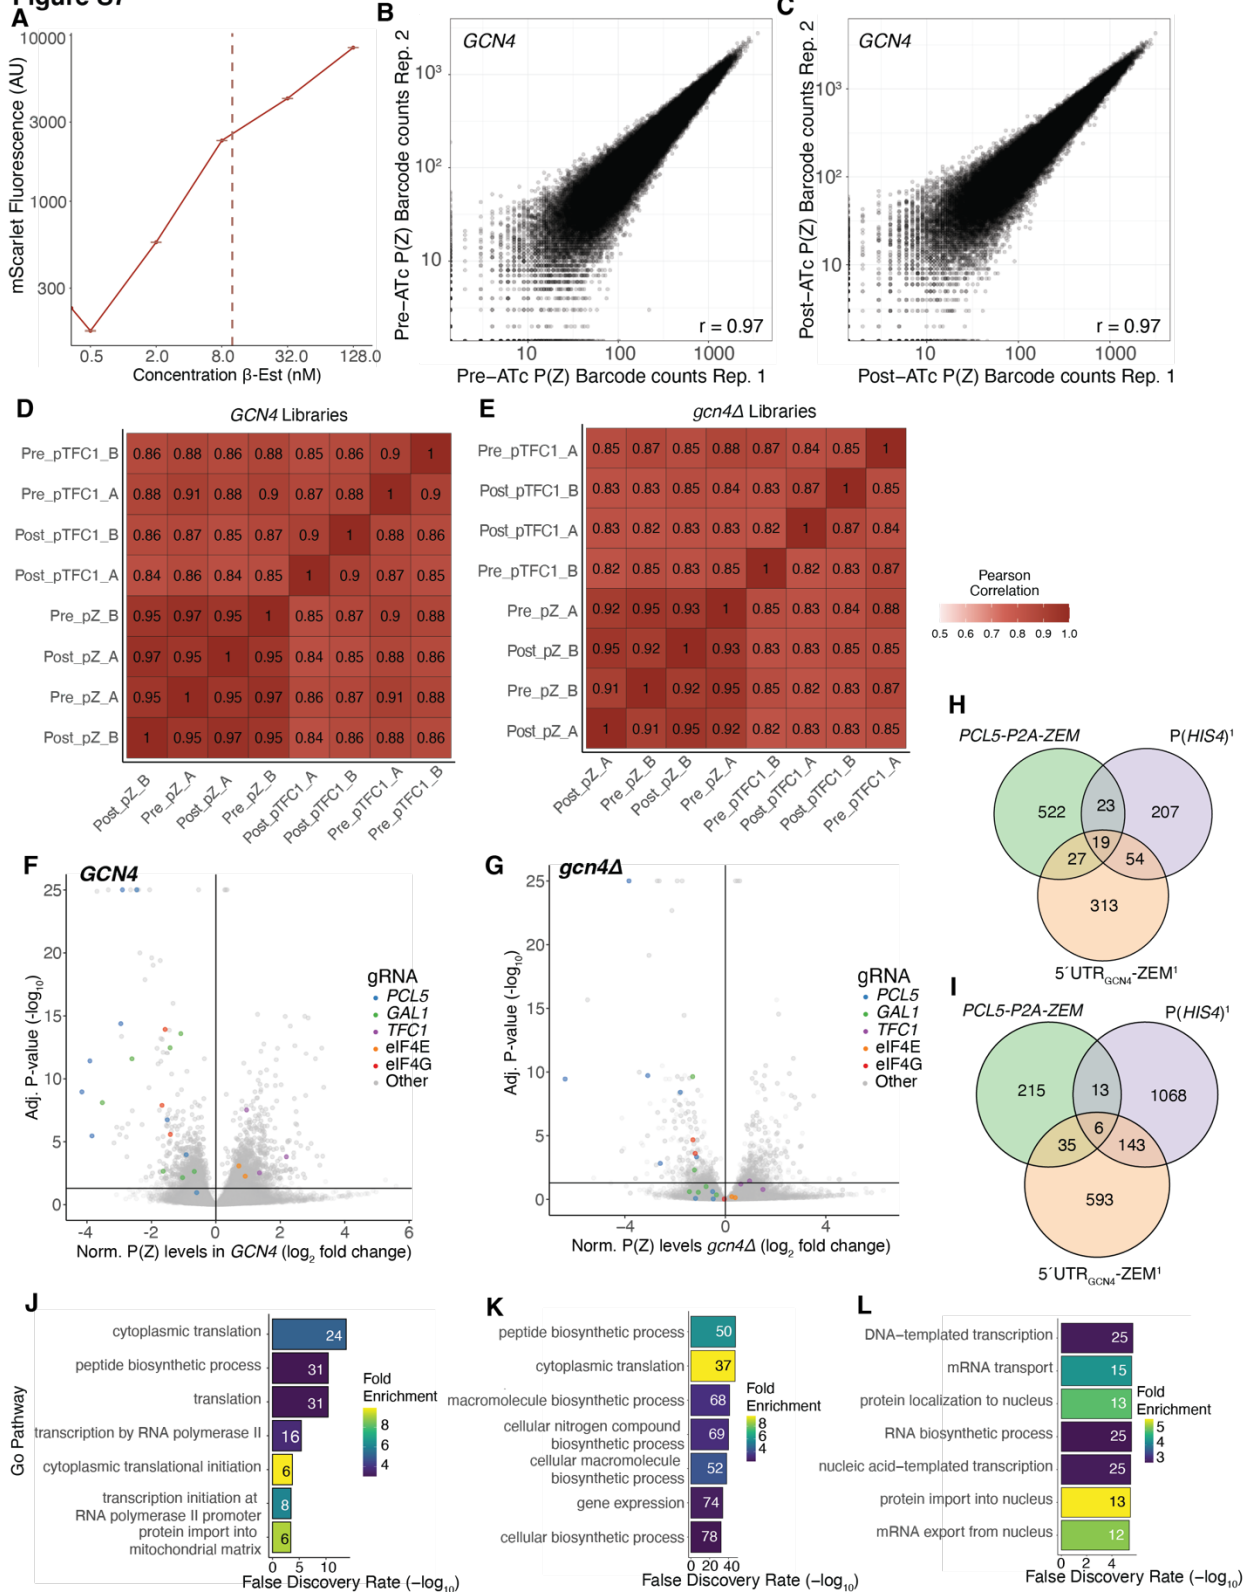

Figure S7: CiBER-seq profile *PCL5* expression regulation. **(A)** Titration across a range of β -estradiol concentrations in *PCL5-P2A-ZEM* cells to determine a concentration in the linear range where mScarlet fluorescence. Median fluorescence values and standard error are plotted. Line indicates the concentration chosen for CiBER-seq screen. **(B)** Comparison of replicate P(Z) barcode codes from pre-gRNA induction samples and corresponding correlation coefficient (Pearson's). These were chosen as a representative example of replicate samples. **(C)** Same as in (B) for post-gRNA induction samples. **(D)** Pearson's correlation coefficients of pairwise comparisons across all *GCN4* samples. Color represents magnitude of correlation coefficient. **(E)** Same as in (D) except for *gcn4Δ* samples. **(F)** CiBER-seq results showing fold-change ($\log_2$) in P(Z) reporter abundance in *GCN4* cells, relative to P(*TFC1*) reporter levels, for each gRNA. Line indicates significance cutoff (adjusted p-value < 0.05). Color represents gene identity. **(G)** Same as in (F) except in *gcn4Δ* cells. **(H)** Overlap between gRNAs that produced significant (adjusted p-value < 0.05) and substantial increase (fold-change ($\log_2$) > 1) in *PCL5-P2A-ZEM* (this study), P(*HIS4*), and 5'UTR_{GCN4}-ZEM reporters expression in previously published CiBER-seq analysis of *GCN4* (Muller et al., 2020). **(I)** Same as in (H) except for gRNAs that produced a substantial decrease in reporter expression. **(J)** GO analysis for genes targeted by gRNAs that up-regulated P(Z) expression in *GCN4* cells. gRNAs were filtered for fold-change ($\log_2$) > 1 and adjusted p-value < 0.05. The most statistically significant entries were chosen and narrowed based on percentage of overlapping genes. **(K)** Same as in (J) for *gcn4Δ* cells. **(L)** Same as in (K) for gRNAs that down-regulated P(Z) expression.

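The counts of the 2 biological replicates were correlated across the kept barcodes. Barcodes are not independent replicates, so no p is given. In *GCN4* cells, Pearson's r for the P(Z) barcodes was 0.969 before and 0.97 after gRNA induction, and for the P(*TFC1*) barcodes it was 0.885 and 0.891. In *gcn4Δ* cells, it was 0.933 and 0.932 for P(Z) and 0.846 and 0.841 for P(*TFC1*). These values are over 134573 barcodes in *GCN4* cells and 110374 in *gcn4Δ* cells.
The spread between replicates was larger than counting error. Per degree of freedom, the chi-square of the 2 replicates' counts was 4.61 to 6.11 for P(Z) and 16.3 to 20.6 for P(*TFC1*), over both times and backgrounds.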

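With an absolute log2 change over 1 and an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 664 gRNAs rose and 310 fell in *GCN4* cells, and 363 rose and 159 fell in *gcn4Δ* cells. The rises in *GCN4* cells belong to 548 genes and the falls to 244, and those in *gcn4Δ* cells to 290 and 111. Past these thresholds in *GCN4* cells, the proteasome, which degrades ubiquitinated proteins, had 18 gRNAs of 14 genes higher and none lower (11 at an unadjusted p under 0.05 of any size). TFIID and TFIIH had 23 higher and 3 lower, cytosolic tRNA synthetases 17 higher and 1 lower, and mitochondrial protein import 2 higher and 15 lower. Of the ribosomal proteins, those of the large subunit had 1 gRNA higher and 14 lower, and those of the small subunit had 8 higher and 5 lower. Without the threshold on size the direction of the small subunit turns, with 12 gRNAs higher and 29 lower (camera lower, adjusted p = 0.027, and adjusted p = 0.21 with an estimated correlation). These were 6 and 19 without the before sample of replicate 1 and 8 and 5 without that of replicate 2.
In *gcn4Δ* cells, nuclear pore and nuclear transport genes had 12 gRNAs higher and 2 lower, and TFIID and TFIIH had 21 higher and 1 lower. The large ribosomal subunit had 1 gRNA higher and 16 lower, and the small subunit 4 higher and 1 lower. The CCR4-NOT deadenylase had 8 higher and none lower (1 at an unadjusted p under 0.05 of any size), and cytosolic tRNA synthetases had 7 lower and none higher (5 at an unadjusted p under 0.05 of any size). In *GCN4* cells, the counts over log2 1 were 350 and 204 without the before sample of replicate 2 and 1001 and 386 without the after sample of replicate 2. In *gcn4Δ* cells they were 223 and 119 without the before sample of replicate 1, 169 and 77 without that of replicate 2, and 769 and 277 without the after sample of replicate 2.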

Figure S8

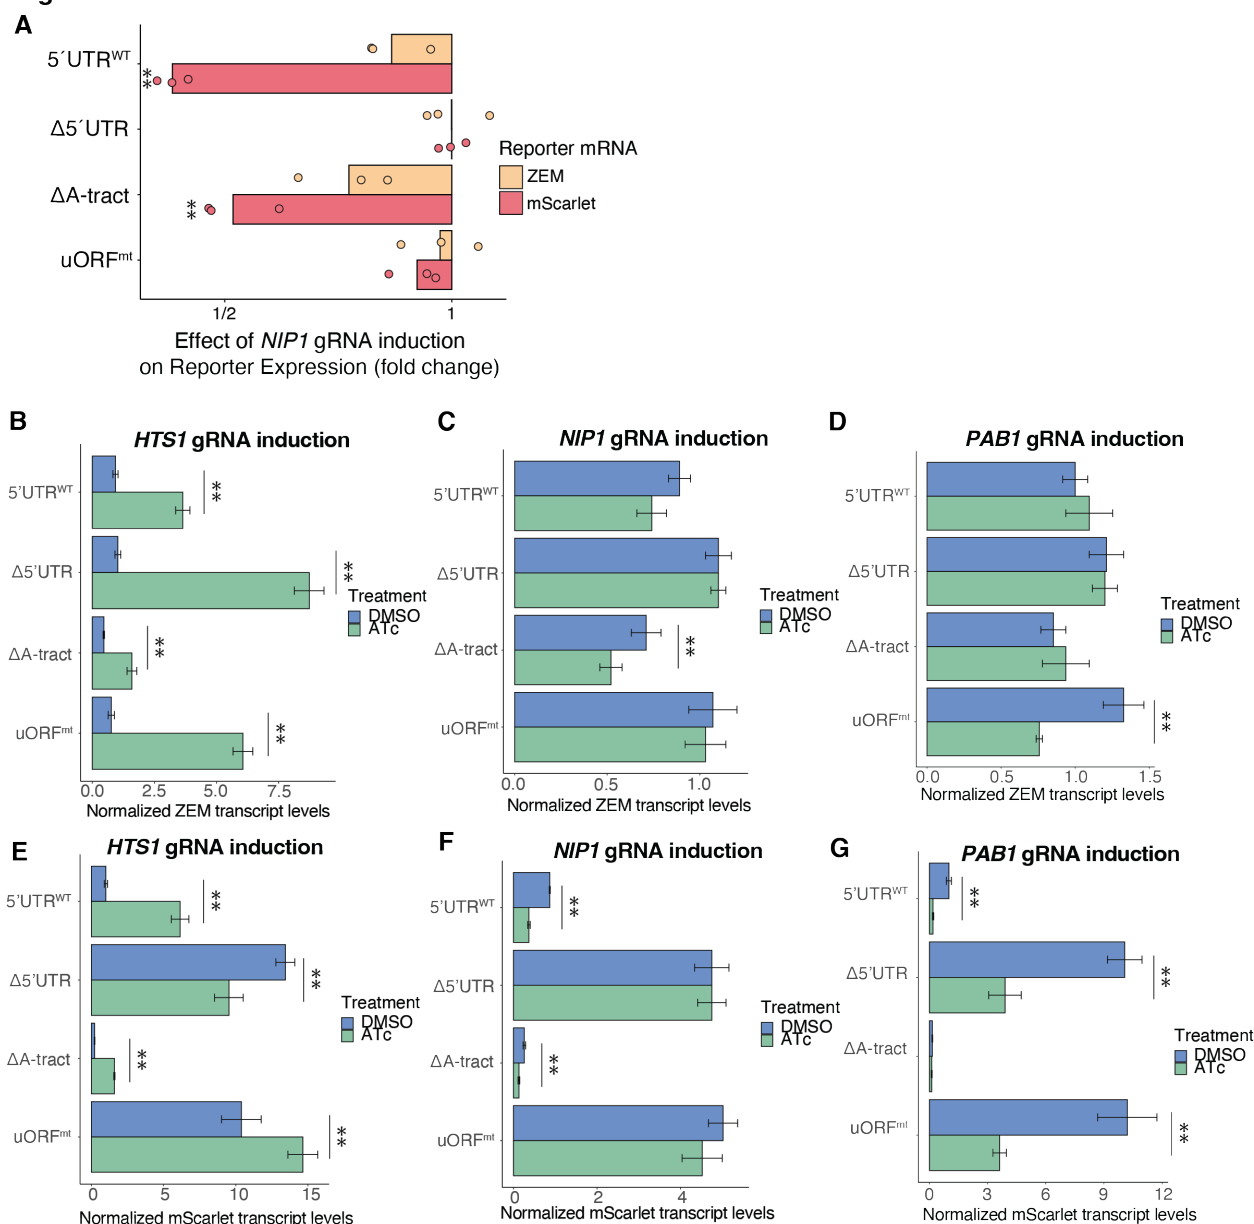

Figure S8: Trans factor regulation of *PCL5* translation. (A) RT-qPCR of ZEM transcript and mScarlet reporter expression of *PCL5* 5'UTR mutants following HTS1 gRNA induction. Individual reporters were normalized to uninduced control. (**) represents $p < 0.05$ calculated by Student's t test. (B) RT-qPCR of ZEM transcript expression of *PCL5* 5'UTR mutants following induction of HTS1 gRNA. (**) represents $p < 0.05$ calculated by Student's t test. Error bars represent standard deviation, $n=3$. (C) Same as in (B) except following *NIP1* gRNA induction. (D) Same as in (B) except following *PAB1* gRNA induction. (E) RT-qPCR of mScarlet transcript expression of *PCL5* 5'UTR mutants following induction of HTS1 gRNA. (F) Same as in (E) except following *NIP1* gRNA induction. (G) Same as in (E) except following *PAB1* gRNA induction.

How the deposited data were processed for this re-analysis (not part of the article)

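The data are reads per barcode from the *PCL5* CiBER-seq screen: P(Z) and P(*TFC1*) libraries of *GCN4* and *gcn4Δ* cells before and after gRNA induction, in 2 biological replicates, 16 libraries in all. The authors trimmed adapters and split the libraries with Cutadapt, whose version is not given in the sources used here, counted the barcodes, and joined each barcode to a gRNA. The deposited values are raw counts per barcode and library, and barcodes under the authors' minimum of 32 counts are still among them. No molecular identifiers are mentioned, so intervals and floors cover counting error only. The ribosome profiling and RNA-seq of eIF4E depletion, the *ARO10* screen and the RT-qPCR of the paper have no values in these tables and were not analysed here.

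Barcodes joined to no gRNA (7.09% of barcodes in *GCN4* cells and 7.11% in *gcn4Δ* cells) stayed out of library sizes and tests. A barcode was kept where all 4 pre-induction libraries of its background had at least 32 counts, which left 86.2 to 89.2% of reads in *GCN4* libraries and 82.0 to 84.5% in *gcn4Δ* libraries. Counts were summed per gRNA, with a median of 517.5 to 826 counts per gRNA and library in *GCN4* cells and 236 to 414 in *gcn4Δ* cells. Of the kept gRNAs, 14757 in *GCN4* cells and 16550 in *gcn4Δ* cells had 1 barcode. Of 6554 targets, 5855 matched a locus tag of the R64 reference and 699 did not.

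Tests used R 4.3.3 and edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM factors, which lay between 0.978 and 1.015. The model had a term per RNA sample, a reporter term and the reporter by induction interaction, fitted to the 8 libraries of each background with 2 residual degrees of freedom. The difference between backgrounds was the interaction with background in 1 fit of all 16 libraries, with 4 residual degrees of freedom. The median SE was 0.295 in *GCN4* cells, 0.368 in *gcn4Δ* cells and 0.465 for the difference. The sources used here do not say whether the replicates were grown as separate cultures from the start, so the p-values measure the spread between samples. Adjusted p-values are Benjamini-Hochberg values over all gRNAs tested, with a threshold of 0.05. The classes of Fig. 5B were counted at 0.01, printed in its panel, and at 0.05, given in its legend.

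A replicate's value is the log2 ratio of P(Z) to P(*TFC1*), each scaled to its library. Where both libraries of a reporter were at 0 after induction, the fold was computed against 3 counts per library. Tests of the 39 gene lists used camera from limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation, each adjusted over the 39 lists. Of 16 lists past 0.05 in *GCN4* cells and 20 in *gcn4Δ* cells, 0 passed with an estimated correlation, where the smallest adjusted p was 0.15 and 0.11. Of 5 for the difference, those of eIF2 and the cytosolic tRNA synthetases passed. With an estimated correlation camera takes its p from the residual degrees of freedom (2 per background, 4 for the difference). In *GCN4* cells the estimate was -0.0062 for TFIID and TFIIH and -0.0049 for Mediator, below the preset. A list with an estimate below the preset is therefore not shown to be lost through correlation between gRNAs. For the poly(A)-binding protein the estimate was 0.16 in *GCN4* cells and 0.78 in *gcn4Δ* cells, above the preset. For that list, a loss through correlation stays open. A gene of a list counted as higher or lower where at least 1 gRNA passed and none passed the other way.

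The sample grouping, tests, thresholds, gene lists, rule for named genes and all alternatives apart from thinning and the classes with DESeq2 were set before the data were examined. The rule for named genes takes every gene the paper names for this screen, all members of eIF2, eIF2B, eIF3 and the cytosolic tRNA synthetases, the genes of the 8 gRNAs with the largest rise and of the 8 with the largest fall per background, and of the 5 in each direction for the difference. These gRNAs had to pass 0.05, have at least 2 barcodes and move the same way in both replicates. Of a gene with several gRNAs, the gRNA with the smallest p is given. Where that gRNA is followed into the other background or into single reporters, its own values are given there. Genes named outside the rule are marked as chosen after their values were seen.

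The alternatives were DESeq2's size factors and library totals in place of TMM, the DESeq2 1.42.0 Wald test, and limma on log2 ratios with a pseudocount of 1, scaled to 10000000 reads, with precision weights from a lowess of span 0.4 on the P(*TFC1*) level. The study's mpralm was not installed, and the limma test follows its method. Further alternatives were no barcode filter with 10 counts per gRNA, 32 counts in P(*TFC1*) libraries only, 100 counts in all pre-induction libraries, gRNAs with at least 2 barcodes, each reporter alone, other thresholds, a replicate block, and leaving out each RNA sample in turn. After seeing the data, the *GCN4* reads were also thinned to the *gcn4Δ* depth with a fixed seed of 1, and the classes were counted with DESeq2. When a sample is left out, the lone sample of that time is assumed to vary like the others.

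The tests were run on simulated data with 200 changed gRNAs. For the *GCN4* screen 86.4% of changes of 2 on the log2 scale were recovered, 38.8% of changes of 1 and 1.5% of changes of 0.5. For the *gcn4Δ* screen these were 77.3%, 26.9% and 1.5%, and for the difference 63.6%, 9.0% and 1.5%. Among unchanged gRNAs, 4.70, 4.79 and 4.91% had a p under 0.05. The counts were simulated from edgeR's own fitted means and dispersions, so these shares do not test calibration on the real libraries. There, groups of barcodes joined to no gRNA had an edgeR p under 0.05 in 30.0% in *GCN4* cells and 6.6% in *gcn4Δ* cells. The shares of gRNAs were 20.6 and 11.9%. The median log2 change of these groups was -0.38 and -0.13.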

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

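The tests of thinned reads, of the classes with DESeq2, of the presence of Gcn4, of the count of differing gRNAs and of the P(*TFC1*) barcodes were chosen only after the result was seen.

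The effects of 36 gRNAs differed between backgrounds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 31 lower in *gcn4Δ* cells and 5 higher. Among the tRNA synthetases these include *HTS1* YPR033C_05 (log2 difference -2.57), *VAS1* YGR094W_08 (-3.52), *FRS2* YFL022C_01 (-2.18), the arginyl-tRNA synthetase gRNA YDR341C_06 (-1.98), *SES1* YDR023W_09 (-1.72) and *CRS1* YNL247W_09 (-1.40). Of eIF2 and eIF2B they include *GCD11* YER025W_02 (-3.29), *GCD11* YER025W_07 (-2.80) and *GCD6* YDR211W_09 (-2.40). Others are *ILV2* YMR108W_01 (-3.20), *TAF4* YMR005W_06 (-3.41), *TAF5* YBR198C_06 (-4.29 with its libraries at 0 set to 3 counts each) and *NTF2* YER009W_03 (1.71), a carrier of the nuclear import GTPase. *RPS28A* YOR167C_06, a ribosomal protein gRNA whose gene starts 295 bp from the divergent glutaminyl-tRNA synthetase gene *GLN4*, had a difference of -3.76. Without 1 sample or more the calls of *VAS1*, *FRS2*, *SES1*, *CRS1*, *NTF2* and *TAF4* ended, with adjusted p up to 0.12, 0.34, 0.34, 0.16, 0.36 and 0.23. With limma *TAF5* had 0.17 and *TAF4* 0.32. Without the samples left out in turn, the 31 and 5 became 10 to 84 and 1 to 135, the latter values without the after sample of replicate 2 of *gcn4Δ* cells.

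Among gene lists, camera called 5 different between backgrounds, with median log2 differences of -1.68 for eIF2, -0.10 for eIF2B, -0.18 for cytosolic tRNA synthetases, -0.18 for elongation and termination factors, and -0.26 for SAGA. Their adjusted p-values were 1.1e-19, 0.0085, 9.9e-11, 0.049 and 0.0030, and adjusted p = 0.014, 0.12, 0.014, 0.17 and 0.12 with an estimated correlation. No single gRNA differed for the elongation and termination factors (1 higher and 8 lower at an unadjusted p under 0.05, 0 and 4 with DESeq2, 0 with limma) or for SAGA (1 and 11, 0 and 3 with DESeq2, 0 and 1 with limma).

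The lower values of the eIF2, eIF2B and tRNA synthetase gRNAs in *gcn4Δ* cells may come from P(Z), the normalizer or both. Over the 3 lists together, gRNAs with 1 barcode as the whole source are argued against, since the median difference over those with at least 2 barcodes was -0.19, against -0.25 over all of them. By list it was -2.27 for eIF2 and -0.17 for tRNA synthetases, but 0.02 over the 15 eIF2B gRNAs with at least 2 barcodes, so for eIF2B this source stays open. The P(*TFC1*) barcodes had a median difference of 0.15 and P(Z) of -0.23, so a share of the change in the normalizer cannot be told apart from that in P(Z), since no barcode DNA was counted. The design gives the presence of Gcn4 as a biological explanation, which stays open, with 1 strain per background.

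More gRNAs passed an adjusted p of 0.01 in *GCN4* cells but not *gcn4Δ* cells (1022) than the reverse (196), a difference in counts that the test of each gRNA does not settle. Lower depth of the *gcn4Δ* libraries as the whole cause is argued against: with the *GCN4* reads thinned to that depth, the ratio of these counts was still 4.68. Like effects that were missed in *gcn4Δ* cells may account for much of it, since 83.3% of the 1022 had the same sign there, against 61.7% of all gRNAs. Their smaller median there does not show smaller effects, since gRNAs picked for passing in 1 background shrink in the other. The 196 had a median absolute log2 change of 1.43 in *gcn4Δ* cells and a median of 0.59 in that direction in *GCN4* cells, where 92.9% had the same sign. Gcn4 dependence of single gRNAs cannot be told apart from missed like effects for most of the 1022, since 18 of them passed the test of the difference (37 of 1307 with limma, 82 of 1687 with DESeq2), which recovered few simulated changes of 1 on the log2 scale.

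Barcodes joined to no gRNA, which the paper does not report on, fell against the gRNA barcodes: the median log2 change over groups of them was -0.38 in *GCN4* cells and -0.13 in *gcn4Δ* cells. In a separate edgeR fit that added these groups to the gRNAs, 298 of 3630 groups passed as lower and 1 as higher in *GCN4* cells. That is 8.24% of groups, against 6.38% of gRNAs that rose or fell. In *gcn4Δ* cells 2 of 3432 groups passed as lower and 0 as higher, against 1.59% of gRNAs that rose or fell. Low depth is argued against, since groups with at least 100 counts per barcode had a median of -0.38 in *GCN4* cells. A centre set by gRNAs that raise the reporter stays open. The gRNAs whose target has no gene in the reference had a median of -0.029. They cannot decide this, since they are not shown to be without effect: some against YHR070C-A lowered the reporter in both backgrounds. The presence of Gcn4 stays a candidate explanation, as the *GCN4* replicates lay below the *gcn4Δ* replicates by at least 0.27, but it cannot be told apart from other differences between the 2 strains, and the sources do not give culture or sequencing batches.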

How the results depend on the processing

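Thinning of the *GCN4* reads and the classes with DESeq2 were chosen after the result was seen, and the other settings were set before the data were examined. Values that moved are given, with the value of the test used throughout first, and LOO is the range over samples left out in turn. The cause was not tested.

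*GCN4* cells, gRNAs higher: 1445; 525 with P(*TFC1*) by itself, 590 at 0.01, 664 over log2 1, LOO 610–1475. Lower: 1606; 3028 with P(Z) by itself, 618 at 0.01, 310 over log2 1, LOO 698–1175.

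*gcn4Δ* cells, gRNAs higher: 486; 955 with P(Z) and 209 with P(*TFC1*) by itself, 237 at 0.01, LOO 185–878. Lower: 226; 361 with limma, 2086 with P(Z) and 652 with P(*TFC1*) by itself, 107 at 0.01, LOO 86–374.

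Difference, higher in *gcn4Δ* cells: 5; 69 with DESeq2, 10 with limma, 12 without the barcode filter, 15 with 32 counts in P(*TFC1*) only, 3 with at least 2 barcodes, 151 with P(Z) by itself, 1 at 0.01, LOO 1–135. Lower: 31; 150 with DESeq2, 73 with limma, 640 with P(Z) and 1 with P(*TFC1*) by itself, 14 at 0.01, LOO 10–84.

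A replicate block pairs the before and after samples of like number, a pairing that the test used throughout left out. The sample titles give the same biological replicate numbers before and after induction. The paper describes sampling a culture before and after the inducer was added to its growth chamber. The sources do not state outright that like-numbered samples came from the same chamber. The r of the deviations of like-numbered samples was 0.0037 in *GCN4* cells and 0.0057 in *gcn4Δ* cells. With the block, 340 gRNAs were lower in *gcn4Δ* cells, and the difference had 3 higher and 20 lower.

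Classes at 0.01: 1022, 146 and 196 for *GCN4* only, both and *gcn4Δ* only; at 0.05, 2591, 322 and 373. Among gRNAs called in *GCN4* cells, 25 passed the interaction. With thinned *GCN4* reads the classes were 913, 142 and 195, and with DESeq2 1687, 186 and 249.

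Replicate correlations on log2 counts and without the barcode filter, before then after induction: *GCN4* P(Z) 0.969, 0.97 to 0.947, 0.946 and 0.976, 0.977; *GCN4* P(*TFC1*) 0.885, 0.891 to 0.823, 0.757 and 0.912, 0.915; *gcn4Δ* P(Z) 0.933, 0.932 to 0.895, 0.880 and 0.954, 0.952; *gcn4Δ* P(*TFC1*) 0.846, 0.841 to 0.770, 0.681 and 0.892, 0.884.

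Gene lists past 0.05 with camera: 16 in *GCN4* cells, 0 with an estimated correlation and 9 with Fisher's test on genes; 20 in *gcn4Δ* cells, 0 with an estimated correlation; 5 for the difference, 2 with an estimated correlation and 3 with Fisher's test.

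Over named gRNAs and settings, 1517 values stayed, 101 were weaker, 9 stronger and 0 reversed. Over gene lists, 409 stayed, 40 were weaker, 17 moved and 2 were stronger.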

Differences from the paper's values

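The counts of lists past log2 1 and the comparison of gene ontology panels were chosen after the paper's figures were read, the classes with DESeq2 were chosen after the result was seen, and the other alternatives named here were set before the data were examined.

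The paper's correlation of P(*TFC1*) replicates in *GCN4* cells is about 0.90 in Fig. S7D, read by eye, and the values here were 0.885 before and 0.891 after induction. On log2 counts these were 0.823 and 0.757, and without the barcode filter 0.912 and 0.915. In *gcn4Δ* cells the paper's P(Z) correlation is about 0.95 in Fig. S7E, read by eye, against 0.933 and 0.932 here. Without the barcode filter these were 0.954 and 0.952, within the paper's value, and on log2 counts they were 0.895 and 0.880. The paper's P(*TFC1*) correlation there is about 0.87 in Fig. S7E, read by eye, against 0.846 and 0.841 here, 0.770 and 0.681 on log2 counts, and 0.892 and 0.884 without the filter.

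The paper counts 1311 gRNAs with Gcn4-dependent effects of 1780. It does not define that class, and the counts printed in Fig. 5B do not add to 1780. The values here take it as gRNAs called in *GCN4* cells but not in *gcn4Δ* cells. Fig. 5B prints 0.01 in its panel and its legend gives 0.05, and the sources do not say which of these the counts follow. The values here at 0.01 were 1022 of 1364, and 1307 of 1708 with limma. At 0.05 they were 2591 of 3286, which is outside 1.5 times the paper's counts.

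The paper states that most of these effects depend on Gcn4. Of the gRNAs called in *GCN4* cells (1022 there only and 146 in both), 25 passed the test of the difference itself. With limma 51 passed (of 1307 and 176), and with DESeq2 98 (of 1687 and 186). In simulated data this test recovered 9.0% of changes of 1 on the log2 scale, so a gRNA that did not pass is not shown to act alike. Of those called in either background, 74.9% were called in *GCN4* cells only.

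The paper states that many gRNAs known to activate the integrated stress response, with eIF2B subunits among its examples, induced *PCL5* in *GCN4* cells. Here 4 of 34 rose, against *GCD6* and *GCD7*, and 3 fell, against *GCD2* and *GCN3*. For eIF2, 5 rose and 0 fell, and for tRNA synthetases 27 rose and 3 fell.

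The paper states that induction with loss of eIF4E depends on *GCN4*, and that its screen showed the same. It also measured *PCL5* by RT-qPCR after depletion of eIF4E with a degron, and reports an induction that needed Gcn4 (Fig. 3E). The gRNAs of the screen do not repeat that experiment, which was not analysed here. Here *CDC33* YOL139C_05 rose by 0.66 on the log2 scale in *GCN4* cells and had 0.19 in *gcn4Δ* cells, and the difference of -0.47 had an adjusted p of 0.69 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CDC33* YOL139C_00 had 1.55 in *gcn4Δ* cells and a difference of 1.31 (adjusted p = 0.67 from the same test), and the median difference over the 7 *CDC33* gRNAs was 0.01, so the values here do not settle a dependence on *GCN4* either way.

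The paper states that depletion of eIF4G reduces the reporter whether or not *GCN4* is present. *TIF4631* YGR162W_05 fell by 1.67 and 1.22, while *TIF4632* YGL049C_08 rose by 0.95 in *GCN4* cells and had 0.78 in *gcn4Δ* cells. The *TIF4632* rise did not pass with limma. The paper's degron depletion of eIF4G acted on both paralogs (Fig. 3E), whereas each gRNA targets 1 of them. A rise with a *TIF4632* gRNA is therefore not a like test of eIF4G depletion.

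Fig. S7J lists cytoplasmic translation, transcription by RNA polymerase II and mitochondrial import for gRNAs that raised the reporter in *GCN4* cells. At the legend's thresholds (log2 change over 1, adjusted p under 0.05), the gRNAs here that fell outnumbered those that rose for the large ribosomal subunit (14 against 1), eIF3 (14 against 0), Mediator (17 against 0) and mitochondrial import (15 against 2), while rises outnumbered falls for cytosolic tRNA synthetases (17 against 1), eIF2 (5 against 0), eIF2B (4 against 0), RNA polymerase II (6 against 3) and TFIID and TFIIH (23 against 3). Small subunit proteins had 8 rises and 5 falls at these thresholds, and 12 rises and 29 falls without the threshold on size. Fig. S7K lists cytoplasmic translation for gRNAs that raised it in *gcn4Δ* cells. Here 1 gRNA against the large subunit rose and 16 fell, 0 against eIF3 rose and 6 fell, 0 against tRNA synthetases rose and 7 fell, and 4 against the small subunit rose and 1 fell. Fig. S7L lists DNA-templated transcription, mRNA transport and nuclear import for gRNAs that lowered it. Here TFIID and TFIIH had 21 rises and 1 fall, nuclear pore and transport genes 12 and 2, and mRNA export 2 and 0, while Mediator had 0 rises and 9 falls, SAGA 1 and 7, and RNA polymerase II 3 and 3.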

Other observations

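The lists described here were set before the data were examined, and no test in this part was chosen after the result was seen.

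Some gRNAs against the proteasome, the chaperonin TRiC and CCR4-NOT, which removes poly-(A) tails, raised the reporter ratio. Of proteasome gRNAs, 24 of 216 rose and 1 fell in *GCN4* cells (28 and 3 adjusted over the list alone), and for 18 of the 24 the P(*TFC1*) barcodes tested by themselves fell. In *gcn4Δ* cells 5 of 204 rose (9 adjusted over the list alone) and none fell (3 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma). For all 5 rises P(*TFC1*) tested by itself fell, and P(Z) rose for 0. Of TRiC gRNAs, 13 of 62 rose and 3 fell in *GCN4* cells (19 and 8 adjusted over the list alone). P(Z) tested by itself rose for 2 of these 13, and P(*TFC1*) fell for 9. In *gcn4Δ* cells 6 of 56 TRiC gRNAs rose and none fell (13 and 2 adjusted over the list alone). The falls there were 4 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma. P(Z) by itself rose for 0 of these 6, and P(*TFC1*) fell for all 6. Of CCR4-NOT gRNAs, 7 of 71 rose and 1 fell in *GCN4* cells (10 and 1 adjusted over the list alone). In *gcn4Δ* cells 10 of 69 rose (13 adjusted over the list alone) and none fell (1 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), and P(Z) tested by itself rose for all 10. Camera adjusted p-values were 1.5e-04, 0.027 and 0.0071 in *GCN4* cells and 5.6e-05, 1.1e-04 and 6.6e-07 in *gcn4Δ* cells, with adjusted p = 0.21, 0.21 and 0.21, and 0.11, 0.11 and 0.11, with an estimated correlation. The TRiC call in *GCN4* cells was also lost on the limma test (camera adjusted p = 0.11). Without the before samples of replicates 1 and 2 the rises in *GCN4* cells were 14 and 9 for the proteasome, 7 and 7 for TRiC, and 4 and 2 for CCR4-NOT, which had 3 without the after sample of replicate 2. In *gcn4Δ* cells the proteasome had 0 and 2 without these samples and 12 and 10 without the after samples, and CCR4-NOT had 6 without the before sample of replicate 1.

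RNA polymerase I, which makes ribosomal RNA, had 6 of 61 gRNAs higher and 2 lower in *GCN4* cells (12 and 2 adjusted over the list alone; camera adjusted p = 0.020, and adjusted p = 0.21 with an estimated correlation). The growth regulator TORC1 had 6 of 58 higher and 1 lower (10 and 5 adjusted over the list alone; camera adjusted p = 0.0028, and adjusted p = 0.25 with an estimated correlation). The initiation factors eIF4A and eIF4B had 6 of 21 lower in *GCN4* cells (7 adjusted over the list alone) and none higher (0 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma), with a camera adjusted p of 0.0010 and adjusted p = 0.21 with an estimated correlation. In *gcn4Δ* cells none of 18 passed (5 lower adjusted over the list alone). Camera gave an adjusted p of 0.0099 there, and 0.20 with an estimated correlation. Proteins of the small ribosomal subunit had 29 of 436 lower and 12 higher in *GCN4* cells (41 and 15 adjusted over the list alone) and 3 of 414 lower and 5 higher in *gcn4Δ* cells. Nuclear pore and transport genes had 13 of 293 higher and 13 lower in *GCN4* cells (17 and 18 adjusted over the list alone), and 13 of 272 higher and 2 lower in *gcn4Δ* cells (15 and 5 adjusted over the list alone). SAGA, a coactivator, had 8 of 91 lower and 1 higher in *gcn4Δ* cells (11 and 1 adjusted over the list alone). In *GCN4* cells 7 of 90 SAGA gRNAs were lower and 2 higher, with a median log2 change of 0.01 and a camera adjusted p of 0.92. Camera gave adjusted p = 0.027 for the small subunit in *GCN4* cells and 0.026 and 1.1e-04 for nuclear pore genes and SAGA in *gcn4Δ* cells, and adjusted p = 0.21, 0.18 and 0.18 with an estimated correlation. The small subunit falls in *GCN4* cells were 19 and 5 without the before samples of replicates 1 and 2. Without these 2 samples the RNA polymerase I rises were 4 and 0, and those of TORC1 3 without the latter. The eIF4A and eIF4B falls were 2 without the after sample of replicate 1, the nuclear pore rises in *gcn4Δ* cells 6, 5 and 8 without the before samples and the after sample of replicate 1, and the SAGA falls 4 and 3 without the before samples.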
